# Dll1^+^ quiescent tumor stem cells drive chemoresistance in breast cancer through NF-κB survival pathway

**DOI:** 10.1038/s41467-020-20664-5

**Published:** 2021-01-18

**Authors:** Sushil Kumar, Ajeya Nandi, Snahlata Singh, Rohan Regulapati, Ning Li, John W. Tobias, Christian W. Siebel, Mario Andres Blanco, Andres J. Klein-Szanto, Christopher Lengner, Alana L. Welm, Yibin Kang, Rumela Chakrabarti

**Keywords:** Breast cancer, Cancer stem cells

## Abstract

Development of chemoresistance in breast cancer patients greatly increases mortality. Thus, understanding mechanisms underlying breast cancer resistance to chemotherapy is of paramount importance to overcome this clinical challenge. Although activated Notch receptors have been associated with chemoresistance in cancer, the specific Notch ligands and their molecular mechanisms leading to chemoresistance in breast cancer remain elusive. Using conditional knockout and reporter mouse models, we demonstrate that tumor cells expressing the Notch ligand Dll1 is important for tumor growth and metastasis and bear similarities to tumor-initiating cancer cells (TICs) in breast cancer. RNA-seq and ATAC-seq using reporter models and patient data demonstrated that NF-κB activation is downstream of Dll1 and is associated with a chemoresistant phenotype. Finally, pharmacological blocking of Dll1 or NF-κB pathway completely sensitizes Dll1^+^ tumors to chemotherapy, highlighting therapeutic avenues for chemotherapy resistant breast cancer patients in the near future.

## Abstract (web summary)

Although activated Notch receptors have been associated with chemoresistance in cancer, the role of specific Notch ligands remain elusive. Here, the authors show that in breast cells the Notch ligand DLL1 is expressed in cells with a cancer stem cell phenotype and promote doxorubicin resistance in part through NF-kB, as well as metastasis.

## Introduction

Breast cancer is one of the leading causes of cancer-related death among women^1^. Despite recent progress in the field, clinical challenges including treatment resistance, recurrence, and metastasis still remain^2^. Breast cancer is classified into three main subtypes, luminal (expressing estrogen receptor (ER) with or without co-expression of the progesterone receptor (PR) and HER2 gene), HER2-enriched without ER and PR, and Triple-negative breast cancer (TNBC), which does not express any of these receptors^3,4^. Such intertumoral heterogeneity has so far precluded the identification of “universal” breast cancer therapeutics. Moreover, the known intratumoral heterogeneity of breast cancer is thought to directly contribute to chemotherapeutic resistance, as a small population of tumor cells known as tumor-initiating cells (TICs)/cancer stem cells (CSCs) often are endowed with quiescence, metastatic, and chemotherapy resistance capabilities^5–11^ that promote tumor recurrence and metastasis, even after chemotherapeutic treatment^12,13^.

TICs are present in several solid tumors including breast tumors^14^, and Notch signaling has been specifically implicated in promoting TICs/CSC function in breast cancer^15–19^. The Notch pathway is composed of four Notch receptors (Notch1-4) and five ligands (Jagged1, Jagged2, Delta-like1 (Dll1), Dll3, and Dll4). While Notch signaling is dysregulated in breast cancer, and extensive studies support the function of Notch receptors in breast cancer^20–23^, the role of specific Notch ligands in promoting TIC function and chemoresistance remains unclear. While global Notch signaling inhibitors reduce tumor growth by targeting TICs, their side effects limit its therapeutic efficacy. Notably, our recent studies highlighted the tumor-promoting function of the Notch ligand Dll1 in luminal breast cancer^24^. As specific ligand-based therapies are likely to provide a better safety profile than global Notch signaling inhibitors, determining the role of Dll1 in TIC generation/function and Notch-mediated chemotherapeutic resistance, may aid in the identification of effective and better-tolerated therapeutics for breast cancer patients.

In this study, we show that Dll1 is essential for tumor development and metastasis in an Polyoma Middle T (MMTV-PyMT) mammary tumor mouse model. Using reporter models, we further demonstrate a temporal increase of Dll1 expression in tumors as they progress from early to late stages, including metastasis. Mechanistically, we show that within luminal tumors, Dll1^+^ cells represent quiescent TICs, display a chemotherapeutic resistant gene signature enriched in Hypoxia and NF-κB signaling genes, and are resilient to chemotherapy. Most notably, pharmacological blocking of Dll1 or NF-κB pathway sensitizes tumor cells to chemotherapy and significantly abolishes tumor growth and metastasis in tumor initiation and progression study. Collectively, these data suggest that quiescent Dll1^+^ TICs are an important regulator of breast tumor progression and metastasis and are responsible for chemoresistance. As such, targeting Dll1 in combination with chemotherapy and NF-κB may be a promising therapeutic strategy for breast cancer patients who are resistant to chemotherapy.

## Results

### Dll1 conditional knockout reveals an oncogenic function for Dll1 in the luminal MMTV-PyMT but not in MMTV-Wnt1 model

To dissect the role of Dll1 in autochthonous mammary tumors, we crossed *Dll1* conditional-knockout (*Dll1*^*cKO*^) mice in which K14-Cre recombinase efficiently knocks out Dll1 in mammary epithelial cells^25,26^ to MMTV-PyMT to generate PyMT-Dll1^cKO^ animals (Fig. 1a). The MMTV-PyMT model represents a luminal-like breast cancer model with high metastatic potency^27,28^, thereby permitting analysis of progression from early to late stages of the disease. Dll1 expression was significantly downregulated in tumor cells of PyMT-Dll1^cKO^ mice (Fig. 1b). Moreover, we found that loss of Dll1 led to a dramatic reduction in hyperplasia in PyMT-Dll1^cKO^ compared to PyMT-Dll1^WT^ mammary glands at 8 weeks (Fig. 1c), suggesting that loss of Dll1 affects early events in tumorigenesis, potentially by impacting tumor-initiating populations. In control PyMT-Dll1^WT^ mice, mammary tumors occurred as early as 11 weeks of age, with almost 100% tumor penetrance. In contrast, tumors in PyMT-Dll1^cKO^ mice occurred at 12 weeks of age with a 75% delayed penetrance (Fig. 1d). Moreover, PyMT-Dll1^WT^ mice had a significantly increased tumor burden (Fig. 1e) and lung metastasis (Fig. 1f, g) compared to PyMT-Dll1^cKO^ mice.

**Fig. 1:**
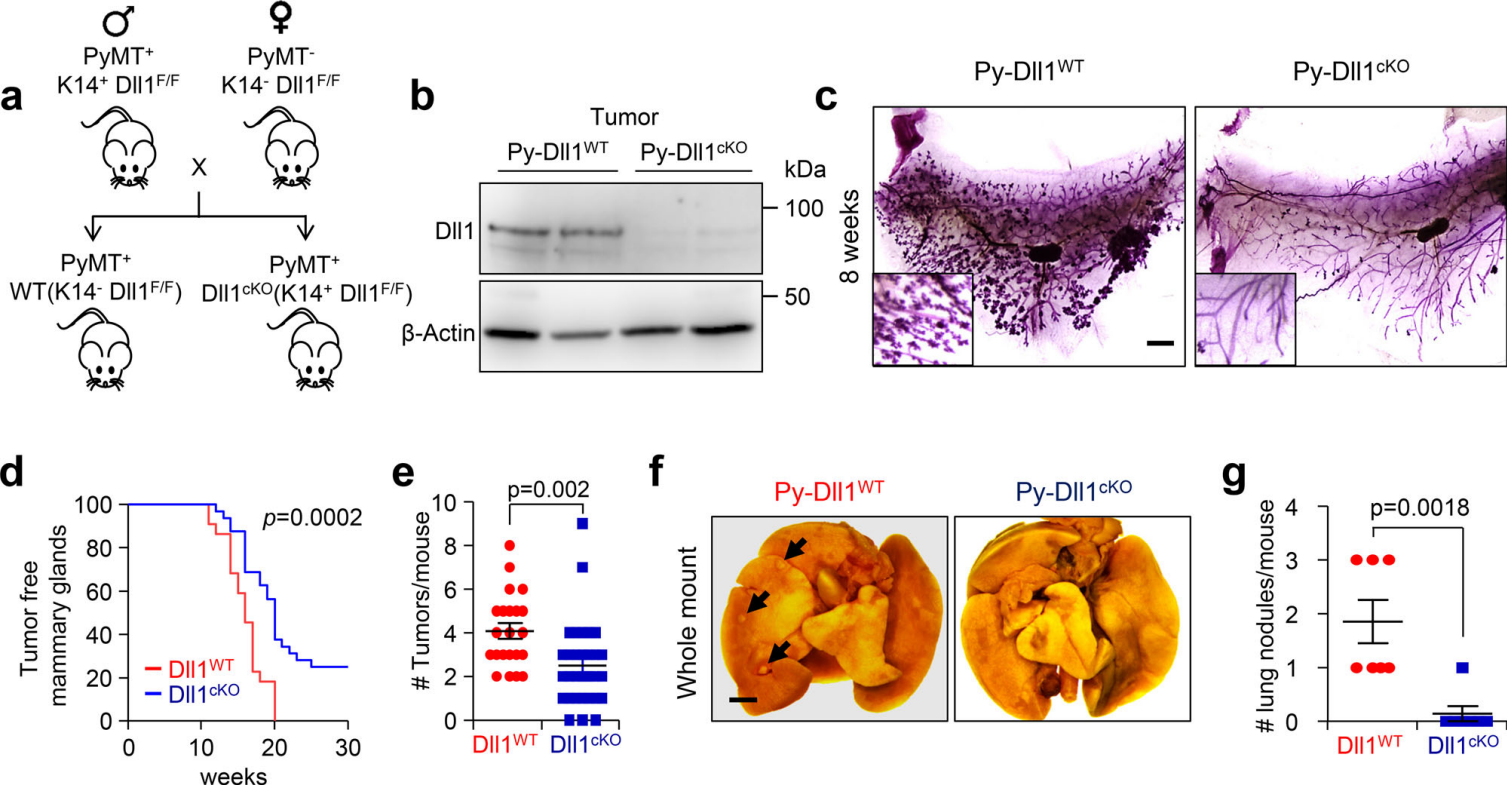
Conditional knockout of Dll1 significantly delays tumor initiation and lung metastasis in MMTV-PyMT model. **a** Schematic shows the strategy to generate MMTV-PyMT; Dll1^cKO^ mice. **b** Western blot shows reduced Dll1 protein in PyMT-Dll1^cKO^ tumor cells compared to PyMT-Dll1^WT^ tumor cells. **c** The representative whole mount alum carmine-stained images show the hyperplasia stages of MMTV-PyMT in indicated Dll1 genotypes. Insets show a zoomed-in image to a difference in branching. *n* = 5 PyMT-Dll1^WT^, *n* = 6 PyMT-Dll1^cKO^ hyperplastic mammary glands at the age of 8 weeks. **d** Kinetics of mammary tumor onset in MMTV-PyMT females of indicated genotypes as shown by Kaplan–Meier plot. PyMT-Dll1^WT^ (*n* = 22 mice) and PyMT-Dll1^cKO^ (*n* = 32 mice) were used. **e** Scatter plot shows the number of spontaneous tumors in PyMT-Dll1^WT^ (*n* = 22 mice) and PyMT-Dll1^cKO^ (*n* = 32 mice). The mammary gland was considered tumor-positive when the tumor was 3 × 3 mm in dimension. **f** The representative whole mount images show metastatic lung nodules (black arrows) in PyMT-Dll1^WT^, which is absent in the PyMT-Dll1^cKO^ mice. The lung nodules were quantified under dissection microscope after 24-h fixation with bouin’s solution (please see method section for details). **g** The scatter plot shows the number of lung nodules in spontaneous tumors bearing PyMT-Dll1^WT^ and PyMT-Dll1^cKO^ mice (*n* = 7 mice per group). two-tailed Log-Rank test **d** and two-tailed unpaired Student’s *t-*test **e, g** were used to calculate *p* values. Data present two **b** or three **c** or seven **f** independent experiments. **e**, **g** Data are presented as the mean ± SEM. Scale bars, 500 µm **c** and 400 µm **f**. Source data are provided as a source data file.

To determine if the function of Dll1 was specific to the luminal adenocarcinoma MMTV-PyMT model, we crossed the *Dll1*^*cKO*^ mice to MMTV-Wnt1 mice, which represents a basal/mixed tumor model^29^, to generate Wnt1-Dll1^cKO^ mice (Supplementary Fig. 1a). In contrast to the PyMT model, mammary glands from both *Wnt1-Dll1*^*cKO*^ and *Wnt1-Dll1*^*WT*^ mice exhibited similar hyperplastic growth (Supplementary Fig. 1b). Furthermore, there was no significant difference in tumor onset in *Wnt1-Dll1*^*cKO*^ compared with *Wnt1-Dll1*^*WT*^ mice (*p* = 0.4) (Supplementary Fig. 1c), suggesting a specific tumorigenic function for Dll1 in luminal adenocarcinoma.

### A dramatic increase of Dll1^+^ tumor cells during PyMT tumor progression

The dramatic effect of Dll1 deletion on PyMT tumor formation prompted us to investigate the spatial and temporal distribution of Dll1 expression during tumorigenesis. For this, we generated PyMT-*Dll1*^*mCherry*^ reporter mice^25,30^ and evaluated the expression pattern of Dll1^+^ cells during PyMT-Dll1^mCherry^ tumor progression from normal mammary gland to late-stage tumor. We observed a substantial increase in the number of Dll1^+^ cells as the mammary gland advanced through the hyperplastic stage to the tumor (Fig. 2a, b), supporting an oncogenic function Dll1 in PyMT tumors. The mRNA levels of Dll1 in sorted mCherry positive and negative populations from hyperplasia and tumors indicated faithful expression of the Dll1 in reporter mice (Fig. 2c). To analyze the status of Dll1^+^ cells in basal and luminal cell compartments, we performed confocal microscopy using basal (K14 and K5) and luminal (K8) markers along with Dll1 mCherry staining. As previously reported, we found that Dll1 is predominantly expressed in the basal layer of the normal mammary gland^25^ (Fig. 2d). However, there was a relative increase in the number of Dll1^+^ luminal (K8^+^) cells when compared to Dll1^+^ basal tumor cells (K14^+^ and K5^+^) as tumors progressed from hyperplasia stage to late tumor (Fig. 2d, e and Supplementary Fig. 2a, b).

**Fig. 2:**
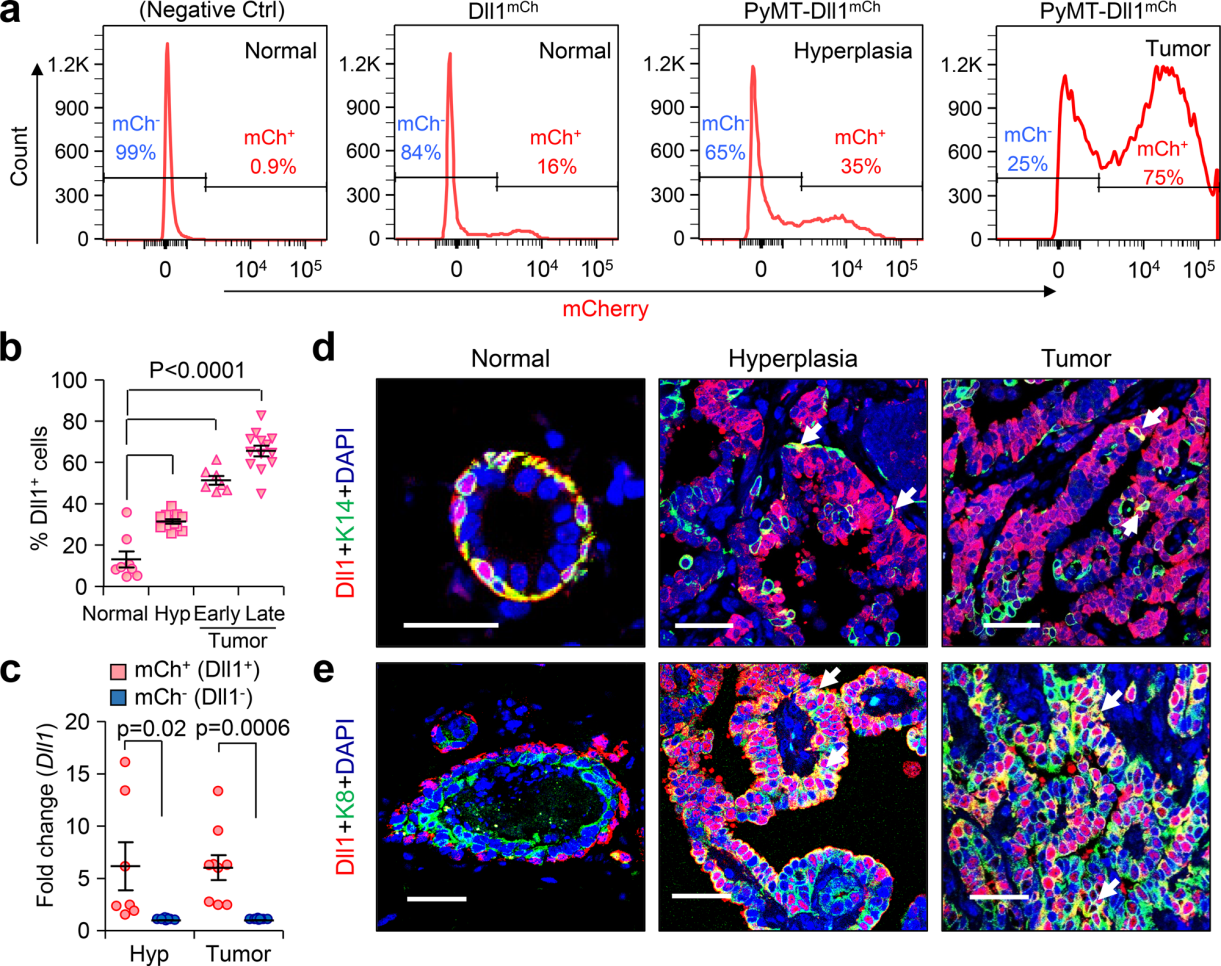
Number of Dll1^+^ luminal cells increases during PyMT tumor development. **a, b** Flow cytometry profile of Lin^-^ tumor cells show increasing Dll1^+^ cells (mCherry expression) in PyMT-Dll1^mCh^ tumors between normal to tumor stage, which are quantified in **b**. **b** *n* = 8 normal mammary gland, *n* = 12 hyperplatic mammary glands, *n* = 7 early tumors, and *n* = 13 late tumors. **c** qPCR analysis shows high *Dll1* mRNA expression in mCherry^+^ vs. mCherry^-^ tumor cells at hyperplasia and tumor stages (*n* = 7 hyperplastic mammary glands and *n* = 9 tumors). We enzymatically digested PyMT-Dll1^mCh^ normal mammary glands, hyperplastic mammary glands, and tumors to sort lineage-negative (CD45^-^CD31^-^TER119^-^) Dll1^+^ or Dll1^−^ cells based on mCherry expression to quantify *Dll1* mRNA levels. Dll1^−^ (mCh^−^) fold considered 1 to calculate Dll1^+^ (mCh^+^) fold changes. **d**–**e** Representative immunofluorescence (IF) images of the normal mammary gland, hyperplasia, and tumor of PyMT-Dll1^mCh^ mice show cellular distribution of Dll1 during tumor development. mCherry antibody was used to detect Dll1^mCh+^ cells. **d** White arrows indicate positive cells for a basal marker K14 and Dll1. **e** White arrows indicate the colocalization of Dll1 and K8 (*n* = 3 tumors per group). Please see more representative images in the supplementary figure 11. **b**, **c** *P* values were calculated using one-way ANOVA with Tukey’s multiple-comparisons post-hoc test (**b**) and two-way ANOVA with Bonferroni post-test adjustment **c**. IF staining was done in three independent experiments using tumors from six independent experiments **d**, **e**. **b**, **c** Data are presented as the mean ± SEM. Scale bars, 40 µm (**d**, **e**). Source data are provided as a source data file.

To further investigate the distribution of Dll1^+^ cells during tumor development, we used PyMT-Dll1-GFP mouse model. We crossed Dll1^GFP-IRES-Cre-ERT2^ knockin mice (Dll1^GFP^)^31^ with MMTV-PyMT mice to generate PyMT-Dll1^GFP^ mice. The GFP expression faithfully recapitulated Dll1 expression (Supplementary Fig. 2c), and similar to PyMT-Dll1^mCherry^ model, the number of Dll1^+^ cells (GFP^+^) in PyMT-Dll1^GFP^ mice was significantly enhanced, and Dll1^+^ cells acquired expression of the luminal marker (K8) as tumors progressed in this luminal model (Supplementary Fig. 2d–f and Supplementary Fig. 3a, b). These studies identified the cellular and temporal distribution of Dll1 at different stages of PyMT tumor development using multiple reporter models.

### Metastatic lung nodules show increased expression of Dll1 compared to primary tumors

The MMTV-PyMT mouse model develops lung metastasis at a high frequency^28^. To determine if there is an association between the expression of Dll1 and metastasis, we assessed Dll1 expression in PyMT-Dll1^mCh^ and PyMT-Dll1^GFP^ lung metastatic nodules and compared them to primary tumors. We found higher levels of Dll1 expression in metastatic nodules in both reporter models as compared with the primary tumors (Supplementary Fig. 4a–f). Collectively, our studies from Dll1 conditional knockout (Fig. 1) and reporter mice suggest that Dll1 may be a critical determinant of metastasis in breast cancer.

### Dll1^+^ tumor cells display TIC characteristics

Increased metastasis is often linked to the presence of Tumor-initiating cells (TICs)/Cancer stem cells (CSCs) in cancer^32–34^. To determine if Dll1^+^ cells display a TIC phenotype in breast tumors, we performed an in vitro tumorsphere assay to assess the tumorigenic potential of Dll1^+^ and Dll1^−^ tumor cells isolated from PyMT-Dll1^mCh^ tumors. Sorted single PyMT-Dll1^+^ tumor cells formed a significantly higher number of tumorspheres compared with PyMT-Dll1^−^ tumor cells, suggesting PyMT-Dll1^+^ cells are enriched in TICs (Fig. 3a). To directly test the tumor-initiating function of Dll1, we transplanted sorted PyMT-Dll1^+^ or PyMT-Dll1^−^ tumor cells into the mammary fat pad (MFP) of syngeneic C57BL/6 mice. We found that transplanted Dll1^+^ tumor cells initiated tumor growth before Dll1^−^ tumor cells, suggesting that Dll1^+^ cells display characteristics of TICs (Fig. 3b). In limiting dilution assay, Dll1^+^ tumor cells showed a higher capability (1/2791) to initiate xenograft growth compared to Dll1^−^ tumor cells (1/27,341) (Fig. 3c). Intriguingly, once Dll1^−^ tumors started growing, they grew faster than Dll1^+^ tumors, suggesting a higher proliferative potential of Dll1^−^ tumor cells (Fig. 3d, e). As TICs have a slow proliferating phenotype^35^, we used in vivo EdU labeling^36^ to assess tumor cell proliferation. Notably, we found that Dll1^+^ cells were EdU negative, indicating reduced proliferation compared to Dll1^−^ cells (Fig. 3f), further supporting the TIC-like characteristics of Dll1^+^ cells. Together, our studies identify Dll1^+^ cells as potential TICs with reduced proliferative potential in breast cancer.

**Fig. 3:**
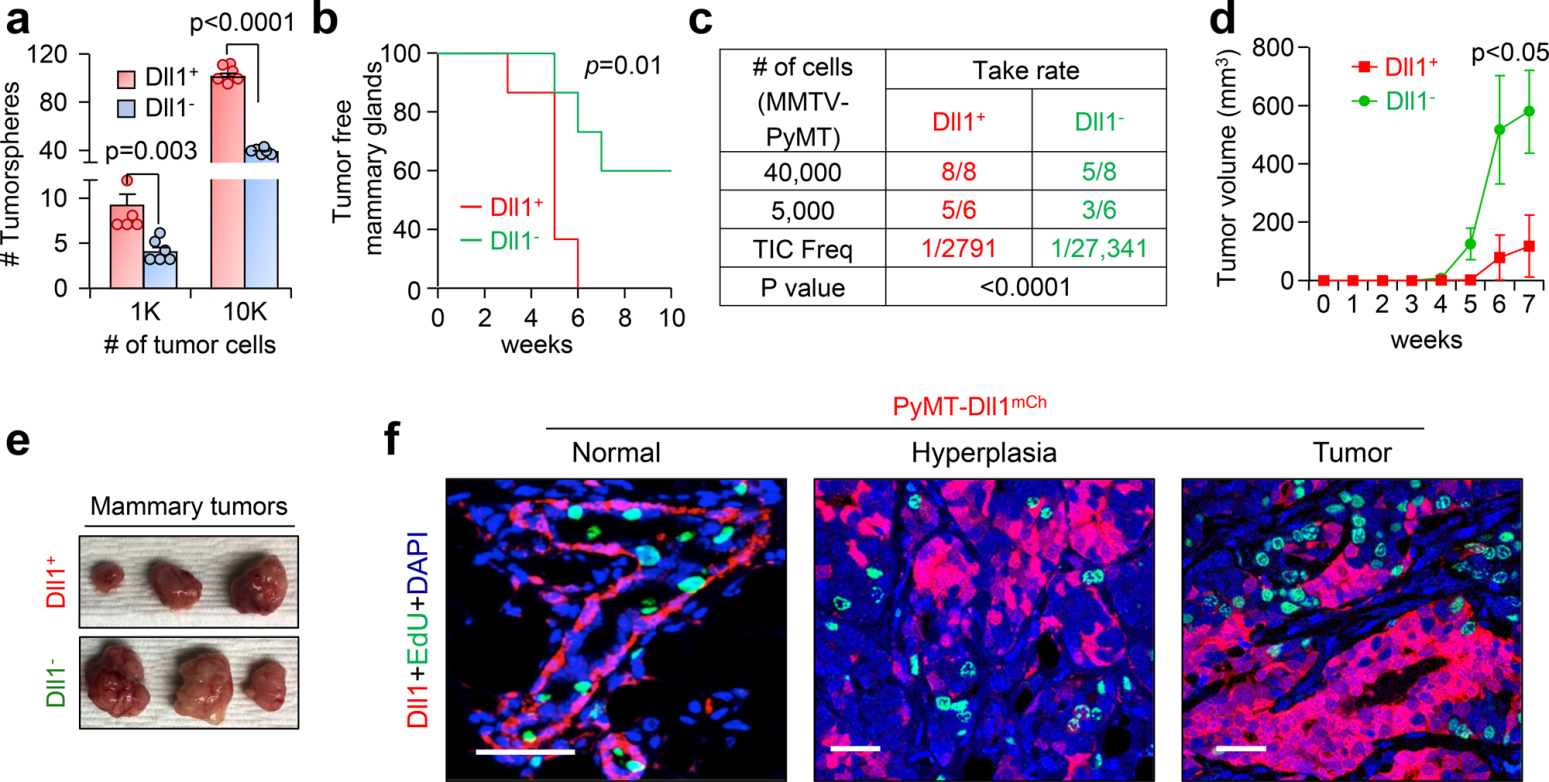
Dll1^+^ cells are quiescent TICs and are highly metastatic compared to Dll1^−^ tumor cells. **a** A bar graph depicts the number of total tumorspheres from single sorted Dll1^+^ and Dll1^−^ tumor cells. Single cells were cultured in the low adherent plates for seven days in tumorsphere media^80^ (*n* = 6 wells per group). **b–f** Dll1^+^ (mCherry^+^) and Dll1^−^ (mCherry^−^) tumor cells isolated from PyMT-Dll1^mCh^ spontaneous tumors were injected into the mammary fat pad (MFP) of C57BL/6 mice. Contralateral mammary glands (4th position) were used for MFP injection, n is indicated in the table. **b** The KM-plot depicts the tumor initiation capacities of PyMT-Dll1^+^ and PyMT-Dll1^−^ tumor cells. The tumors were considered initiated when tumors grew bigger than 1 × 1 mm in dimension. **c** The table shows the tumor-forming potential of PyMT-Dll1^+^ and PyMT-Dll1^−^ tumor cells upon transplantation into C57BL/6 mice. **d**, **e** Representative growth curves and images from **c** show that Dll1^−^ tumors grew faster than Dll1^+^ tumor cells (*n* = 5 Dll1^−^ and *n* = 8 Dll1^+^ tumors). **f** Representative IF images illustrate Dll1^+^ cells (mCherry) do not colocalize with EdU^+^ proliferating cells (green) in the normal mammary gland, hyperplasia, and tumor of PyMT-Dll1^mCh^ mice. mCherry antibody was used to detect Dll1^mCh+^ cells. Two-way ANOVA with Bonferroni post-test adjustment **a**, **d**, two-tailed Log-Rank test **b** and Chi-square test **c** were used to calculate *P* values. **f** The IF was done twice using tumors (*n* = 3 samples/groups) from three independent experiments. **a**, **d** Data are presented as the mean ± SEM. Scale bars, 40 µm (**f**). Source data are provided as a source data file.

### Dll1-mediated Notch signaling activates the NF-κB pathway in breast tumors

To better understand the molecular signatures between Dll1^+^ and Dll1^−^ tumor cells in breast cancer, we performed RNA-seq analysis using Dll1^+^ and Dll1^−^ tumor cells from both PyMT-Dll1^mCh^ and PyMT-Dll1^GFP^ tumors (Supplementary Fig. 5a). 

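RNA was sequenced from lineage-negative tumor cells of 4 mice, sorted by the reporter into Dll1+ and Dll1- cells. Mice 1 and 2 carried the PyMT-Dll1 GFP reporter and mice 3 and 4 the PyMT-Dll1 mCh reporter, and each mouse gave 1 Dll1+ and 1 Dll1- library, so that the 8 libraries form 4 pairs. The pairing was taken from the mouse named for each library. The authors mapped the reads to mouse transcripts with salmon, summed the transcripts to genes with tximport, and deposited the estimated counts as whole numbers, without normalization. The table lists 53697 genes, and 34834 of them had a count in some library. Total counts ranged from 27301396 to 123907626 per library, with a median of 38191068.

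The counts were normalized with edgeR's TMM method, and Dll1+ cells were compared with Dll1- cells in a quasi-likelihood model with the mouse as a block, following the model of Dll1+ status and mouse named in the paper's methods. The test covered the 18322 genes that passed edgeR's filter on low counts. With an adjusted p under 0.05 (Benjamini-Hochberg), 2568 genes differed between Dll1+ and Dll1- cells over the 4 mice, 1279 higher and 1289 lower in Dll1+ cells, and 2562 of the 2568 changed in the same direction in all 4 mice. Leaving out each mouse in turn gave between 405 and 2400 genes, and DESeq2's Wald test gave 4312. The model without the mouse block, which kept a term for the reporter, gave 1352 genes, of which 1336 were among the 2568. In simulated counts, 16.3% of the calls of edgeR with the block were false with the dispersion estimated per gene. With the dispersion taken from its trend with expression, 4.95% were false. The 2568 genes may therefore hold more false calls than the threshold implies. When the 2 libraries of 1 or more mice were swapped, each of the 7 swaps gave 0 genes, with 65 to 860 genes at an unadjusted p under 0.05 against 5936 for the libraries as sorted.

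Within a single fit with a separate effect for each reporter, 1673 genes changed in PyMT-Dll1 GFP mice, 786 higher and 887 lower, and 2154 in PyMT-Dll1 mCh mice, 1009 higher and 1145 lower, with 2 mice per reporter. In both reporters 830 genes changed, 809 of them in the same direction and 21 in opposite directions. The difference between the 2 reporter effects passed the same threshold for 13 genes, with 2420 at an unadjusted p under 0.05. These counts depended on the setting. Under the alternatives they ran from 274 to 3001 in PyMT-Dll1 GFP mice, from 0 to 3637 in PyMT-Dll1 mCh mice and from 0 to 1143 for the difference, with 0 in PyMT-Dll1 mCh mice when that reporter was fitted alone and 0 for the difference without the mouse block. Across genes, which are not independent replicates, the log2 fold changes of the 2 reporters had a Spearman correlation of 0.44. The first principal component of the log2 counts scaled to library size (CPM) held 58.3% of the variance and separated the PyMT-Dll1 GFP from the PyMT-Dll1 mCh libraries. The deviations of the 2 libraries of a mouse from their group means correlated across genes with a coefficient of 0.55 in PyMT-Dll1 mCh mice and of -0.05 in PyMT-Dll1 GFP mice.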

As expected, signatures linked to stem cells, invasion and quiescent cells were enriched in Dll1^+^ tumor cells (Fig. 4a, b and Supplementary Fig. 5b, c), supporting our experimental data that Dll1^+^ cells have stem-like properties that increase their invasive properties. 

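Gene lists were tested by preranked enrichment with fgsea on DESeq2's Wald statistic from the model of Dll1+ status and mouse. The lists were written by hand for each theme before the data were examined, apart from the S and G2/M phase lists, which are those shipped with Seurat. They are not the MSigDB sets that the paper used, and Dll1 was left out of every list because the cells were sorted on it. A positive normalized enrichment score means higher expression in Dll1+ cells.

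The list of mammary stem and basal cell genes was enriched in Dll1+ cells (normalized enrichment score 2.20, adjusted p = 1.06e-07, 55 genes ranked), with scores of 2.14 in PyMT-Dll1 GFP and 2.14 in PyMT-Dll1 mCh mice. Its mean log2 difference between the Dll1+ and Dll1- library was 0.59 in mouse 1, 0.29 in mouse 2, 0.69 in mouse 3 and 0.05 in mouse 4. Of its 55 genes in the edgeR fit, 15 were higher in Dll1+ cells and 0 lower with p adjusted over all genes, and 20 were higher and 1 lower with p adjusted over the list alone. With each mouse left out in turn, the score stayed between 2.15 and 2.55.

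For invasion, the list of extracellular matrix and invasion genes was lower in Dll1+ cells over the 4 mice (normalized enrichment score -1.96, adjusted p = 2.04e-05, 60 genes ranked). Its score was 1.24 in PyMT-Dll1 GFP mice (adjusted p = 0.156) and -2.46 in PyMT-Dll1 mCh mice (adjusted p = 1.59e-15), and the difference between the reporters scored 2.62 (adjusted p = 1.07e-18). The mean log2 differences of the 4 mice were 0.11, -0.06, -0.74 and -1.81. In PyMT-Dll1 mCh mice, lists of fibroblast, endothelial and immune cell genes were lower in Dll1+ cells as well, with scores of -2.40, -2.20 and -2.17. Among the matrix and invasion genes with the lowest p in the combined fit, Timp3 (log2 fold change 0.84, adjusted p = 0.0317) and Col11a1 (log2 fold change 0.79, adjusted p = 0.0385) were higher in Dll1+ cells, and Itga5, Col8a1 and Mmp10 were lower, with log2 fold changes of -0.996, -0.95 and -1.10. In the combined fit 53 of the 60 log2 fold changes were negative. With p adjusted over the list alone, 0 of the 60 genes passed, against 2 higher and 3 lower with p adjusted over all genes. In PyMT-Dll1 mCh mice 1 was higher and 39 lower over the list alone, and 1 and 18 over all genes. In PyMT-Dll1 GFP mice 3 were higher and 1 lower with either adjustment. The Reactome set for extracellular matrix organization, which is broader, scored 1.28 (adjusted p = 0.0478, 248 genes).

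For quiescence, Dll1+ cells had lower expression of S phase genes (normalized enrichment score -2.64, adjusted p = 1.52e-23) and of G2/M phase genes (-2.80, adjusted p = 5.04e-30), each lower in 4 of 4 mice. Preranked enrichment treats genes as independent. The limma test camera estimates the correlation between the genes of a list. Over the 4 mice it gave 0 of the 13 lists an adjusted p under 0.05, and 0 at an unadjusted p under 0.05. Camera rests here on the few residual degrees of freedom of 8 libraries with the mouse as a block. Even the G2/M phase list, with 53 of 54 log2 fold changes negative, had an unadjusted camera p of 0.0974 at an estimated correlation of 0.60. A null result from camera therefore leaves a list open and does not count against it. Of the 8 swaps of the libraries within mice, the sorted one included, 4 gave a score as large in size for the stem and basal list, 7 for the matrix and invasion list, 3 for the S phase list and 3 for the G2/M phase list, and 4 of the 7 other swaps differ from the sorted one in a single mouse.

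The paper sets the enrichment of stem cell, invasion and quiescence signatures in its own sets beside its experiments, and states that the stem-like properties of Dll1+ cells increase their invasiveness.

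**Figure D1:**
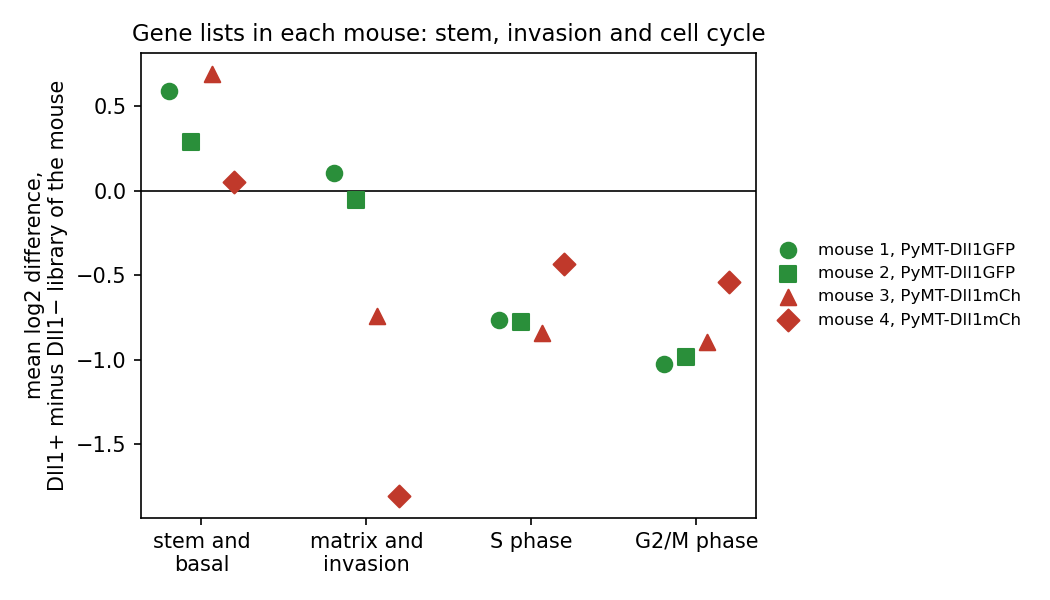
Mean log2 difference between the Dll1+ and Dll1- library of each mouse (vertical axis, 1 point per mouse) for the lists of stem and basal, matrix and invasion, S phase and G2/M phase genes. The stem and basal list lies above 0 and both cell cycle lists below 0 in 4 of 4 mice, and the matrix and invasion list runs from 0.11 in mouse 1 to -1.81 in mouse 4.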

NF-κB and Hypoxia signaling are intimately linked to chemoresistance through regulation of cell proliferation and survival in several cancers, including breast cancer^37–40^. Next, we found activation of NF-κB, hypoxia and Notch pathways enriched in Dll1^+^ tumor cells (Fig. 4c and Supplementary Fig. 5d, e), which may contribute to the chemoresistance. 

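NF-κB target genes were higher in Dll1+ cells over the 4 mice (normalized enrichment score 2.00, adjusted p = 2.28e-05, 57 genes ranked). The score was 2.22 in PyMT-Dll1 GFP mice (adjusted p = 9.64e-08). In PyMT-Dll1 mCh mice, the reporter shown in Fig. 4c, it was 1.55 (adjusted p = 0.00748). The difference between the reporters scored 2.09 (adjusted p = 2.89e-06). The mean log2 difference of the list was 0.32 in mouse 1, 0.36 in mouse 2, 0.08 in mouse 3 and -0.02 in mouse 4, so that it was higher in Dll1+ cells in 3 of 4 mice. With p adjusted over all genes, 14 of the 55 genes were higher and 5 lower in Dll1+ cells, and with p adjusted over the list alone 24 were higher and 5 lower. Camera gave the list an adjusted p of 0.531, and 3 of the 8 swaps within mice gave a score as large in size. With each mouse left out in turn, the score stayed between 1.88 and 2.24.

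Tnf, on chromosome 17 of GRCm38 from 35199381 to 35202007, rose from 49.8 ± 14.8 TMM-normalized CPM in Dll1- cells to 95.8 ± 30.7 in Dll1+ cells (SD, n = 4 mice), a log2 fold change of 0.93 (SE 0.05, adjusted p = 0.00534). Traf1, Lif, Nfkbia and Nfkbiz, the other list members with the lowest p, had log2 fold changes of 1.51, 1.08, 0.71 and 0.69, with adjusted p from 0.00645 to 0.0113, and were higher in Dll1+ cells in all 4 mice. Of the NF-κB subunits, Nfkb1 and Rela are reported here, and their transcripts changed less. The log2 fold changes were 0.17 for Nfkb1 (SE 0.08, adjusted p = 0.196) and 0.26 for Rela (SE 0.08, adjusted p = 0.0900). A list of immediate-early and dissociation-induced genes, which shares 0 genes with the NF-κB list, was also higher in Dll1+ cells (normalized enrichment score 2.44, 4 of 4 mice). Among the Reactome sets, TRAF6 mediated NF-kB activation scored 1.89 (adjusted p = 0.00252). In the other direction, Activation of NF-kappaB in B cells scored -1.78 (adjusted p = 0.00199) and Dectin-1 mediated noncanonical NF-kB signaling -1.87 (adjusted p = 6.77e-04). Reactome sets named for the proteasome were lower too, such as Degradation of GLI1 by the proteasome with -2.01. Genes shared with such sets were not tested, so these negative scores cannot be read as specific to NF-κB.

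The hypoxia-induced list scored 1.67 (adjusted p = 0.00521, 50 genes ranked), with 1.56 in PyMT-Dll1 GFP and 1.66 in PyMT-Dll1 mCh mice. Its mean log2 differences were 0.02, 0.04, 0.03 and -0.03 in mice 1 to 4. In the edgeR fit, 11 of its genes were higher and 4 lower with p adjusted over all genes, and 14 and 5 with p adjusted over the list alone. Ranked by edgeR's log2 fold change in place of the Wald statistic, the list scored 0.96 (adjusted p = 0.521). Zfp395, Car12, Aldoa, Aldoc and Ddit4 had the lowest p in the list and rose by log2 fold changes of 0.70, 0.98, 0.67, 0.59 and 0.62. The Reactome set for the cellular response to hypoxia scored 0.67 (adjusted p = 0.918).

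Notch target genes scored 1.62 over the 4 mice (adjusted p = 0.0132, 26 genes ranked). The score was 1.82 in PyMT-Dll1 GFP mice (adjusted p = 0.00108) and 1.36 in PyMT-Dll1 mCh mice (adjusted p = 0.129), and the difference between the reporters did not pass the threshold (adjusted p = 0.111). With the log2 fold change as the ranking, the list scored 1.16 (adjusted p = 0.284). The Reactome set Signaling by NOTCH1 scored 1.72 (adjusted p = 0.00493).

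**Figure D2:**
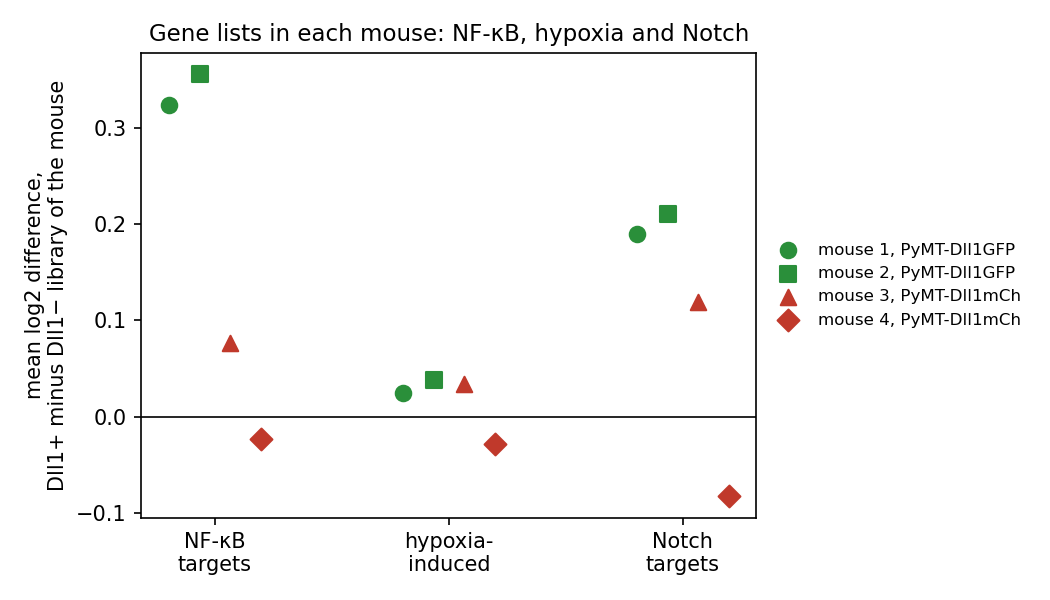
Mean log2 difference between the Dll1+ and Dll1- library of each mouse (vertical axis, 1 point per mouse) for the NF-κB target, hypoxia-induced and Notch target lists. The NF-κB list lies at 0.32 and 0.36 in the PyMT-Dll1 GFP mice and at 0.08 and -0.02 in the PyMT-Dll1 mCh mice.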

Finally, we also found increase in metastasis signature to be enriched in Dll1^+^ tumor cells (Fig. 4d), supporting our in vivo metastasis data (Supplementary Fig. 4a–f). 

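Metastasis-associated genes, 48 of which could be ranked, had a normalized enrichment score of 1.59 in Dll1+ cells over the 4 mice (adjusted p = 0.0132). In PyMT-Dll1 GFP mice, the reporter shown in Fig. 4d, the score was 1.85 (adjusted p = 3.92e-04), and in PyMT-Dll1 mCh mice it was -1.12 (adjusted p = 0.281). The difference between the reporters scored 1.86 (adjusted p = 4.70e-04). In PyMT-Dll1 mCh mice the sign depended on the setting, with 1.32 (adjusted p = 0.0917) when the ranking held only the genes that passed the filter on low counts. The mean log2 difference of the list fell from 0.41 in mouse 1 and 0.16 in mouse 2 to 0.04 in mouse 3 and -0.36 in mouse 4. Without PyMT-Dll1 GFP mouse 1 the score over the other 3 mice was 1.37 (adjusted p = 0.0608), and 5 of the 8 swaps within mice gave a score as large in size. With p adjusted over all genes, 6 of the 42 genes were higher and 3 lower in Dll1+ cells, and with p adjusted over the list alone 9 were higher and 3 lower.

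Spp1, which encodes osteopontin, had the lowest p in the list (log2 fold change 1.36, SE 0.11, adjusted p = 0.00534) and rose from 1730 ± 586 to 4351 ± 1266 TMM-normalized CPM (SD, n = 4 mice). Met, Hbegf, Nedd9 and Itgav followed, with log2 fold changes of 0.58, 0.65, 0.75 and 0.72 and adjusted p from 0.00645 to 0.00932. All 5 genes were higher in Dll1+ cells in 4 of 4 mice.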

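Dll1, the gene on which the cells were sorted, lies on chromosome 17 of GRCm38 from 15367354 to 15376872. The Dll1- libraries of the PyMT-Dll1 GFP mice held 223 and 396 estimated counts of Dll1 and the Dll1+ libraries 2509 and 6155, and in the PyMT-Dll1 mCh mice the Dll1- libraries held 4339 and 1523 and the Dll1+ libraries 13332 and 13906. In TMM-normalized CPM, Dll1 rose from 10.7 ± 4.33 to 113 ± 35.5 in PyMT-Dll1 GFP mice and from 42.5 ± 11.0 to 227 ± 33.0 in PyMT-Dll1 mCh mice (SD, n = 2 mice each). Over the 4 mice the log2 fold change was 2.90 (SE 0.24, adjusted p = 0.00651), a 7.46-fold higher level. With each mouse left out in turn, the log2 fold change stayed between 2.72 and 3.09, and the other settings gave 2.89 to 2.91.

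In PyMT-Dll1 GFP mice the log2 fold change was 3.42 (SE 0.11, adjusted p = 5.16e-04) and in PyMT-Dll1 mCh mice 2.43 (SE 0.10, adjusted p = 0.00242). With the PyMT-Dll1 mCh libraries fitted alone, it was 2.42 (adjusted p = 0.0591). The difference between the 2 reporters, 0.99 on the log2 scale, had an adjusted p of 0.0761. A930024N18Rik, which the annotation gives as a long noncoding RNA, overlaps Dll1 on the opposite strand and is named here after its values were seen, so that reads from the shared stretch could have been assigned to either gene.

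**Figure D3:**
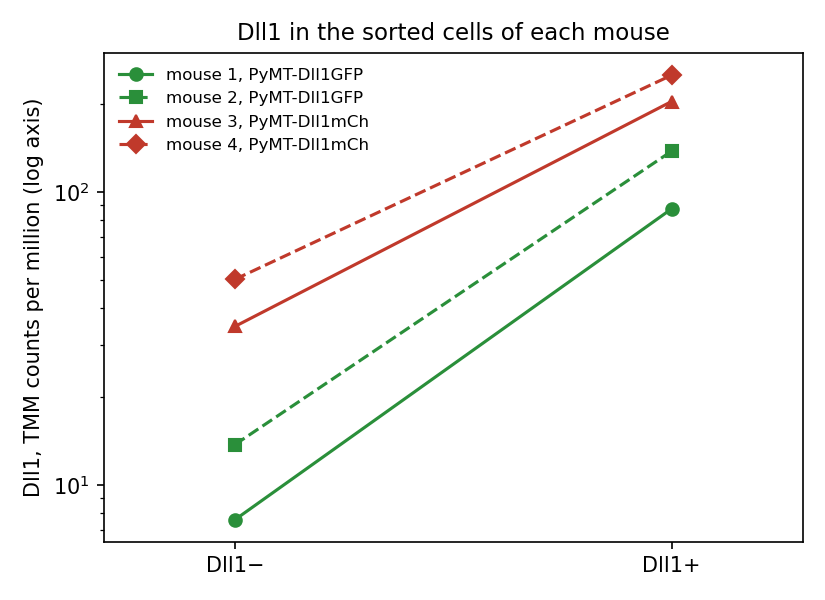
Dll1 in TMM-normalized CPM (vertical axis, log scale) in the Dll1- and Dll1+ library of each mouse, with 1 line per mouse. The line of every mouse rises from Dll1- to Dll1+, and the PyMT-Dll1 mCh mice have the higher values in both fractions.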

As expected, RNA-seq data demonstrated a ~7.5 higher level of DLL1 expression in this experimental setup. Considering a stringent cut off of >5.5 fold change gene expression in Dll1^+^ vs. Dll1^−^ tumor cells, we identified a set of 10 genes that are strongly expressed in Dll1^+^ cells as compared to Dll1^−^ cells (Supplementary Fig. 5f). 

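With a log2 fold change above the log2 of 5.5 and an adjusted p under 0.05 in the combined edgeR fit, 8 genes passed, among them Amtn, Col17a1, Dll1, Krt5, Npy, Slc26a4 and Trp73. The lowest fold change among the 8 was 6.31 for Npy, and all 8 were higher in Dll1+ cells in 4 of 4 mice. The number depended on the setting, and without a filter on low counts 24 genes passed, 6 of them among the 8. With at least 10 counts required in every library 5 passed, with DESeq2's Wald test 13, and 2, Trp73 among them, exceeded 5.5-fold in each reporter separately. For Trp73 and Slc26a4 the counts were low, with means in Dll1+ cells of 0.839 ± 0.416 CPM for Trp73 and 0.697 ± 0.274 for Slc26a4 (SD, n = 4 mice).

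Krt5, a basal keratin on chromosome 15 of GRCm38 from 101707070 to 101712898, had 17.8 ± 10.5 CPM in Dll1- and 140 ± 107 in Dll1+ cells (log2 fold change 2.77, SE 0.25, adjusted p = 0.00730, n = 4 mice). Npy, on chromosome 6 from 49822710 to 49829507, had 3.13 ± 0.986 and 23.3 ± 16.6 (log2 fold change 2.66, SE 0.37, adjusted p = 0.0167, n = 4). The paper marks Hepacam2, Bglap2 and Ntrk3 in Fig. 4f, which shows ATAC-seq peaks and not RNA fold changes. These genes stayed below 5.5-fold in the combined fit. Their log2 fold changes were 2.43 (SE 0.27, adjusted p = 0.00943), 2.23 (SE 0.73, adjusted p = 0.101) and 1.30 (SE 0.25, adjusted p = 0.0261). Bglap2 has close paralogs among which reads could have been divided, and it had 0 counts in both Dll1- libraries of the PyMT-Dll1 GFP mice. In PyMT-Dll1 GFP mice Hepacam2 had a log2 fold change of 3.02 (adjusted p = 0.00217), against 1.84 (adjusted p = 0.00705) in PyMT-Dll1 mCh mice, and the difference between the reporters had an adjusted p of 0.0864.

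**Figure D4:**
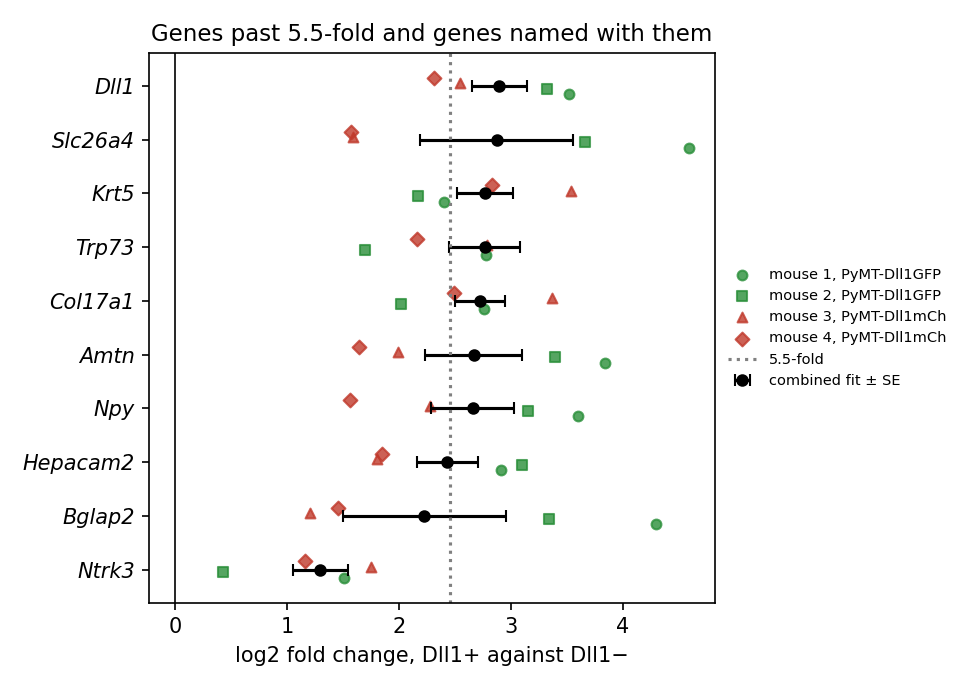
Log2 fold change between Dll1+ and Dll1- cells (horizontal axis) for 7 of the 8 genes past 5.5-fold and for Hepacam2, Bglap2 and Ntrk3, as the combined fit with its SE (black) and as the difference in each mouse (colored points). The dotted line marks 5.5-fold, and all points of the 10 genes lie above 0.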

Notably, 8 out of these 10 genes are related to lung and bone metastasis^41–48^, suggesting that they could represent potential biomarkers.

**Fig. 4:**
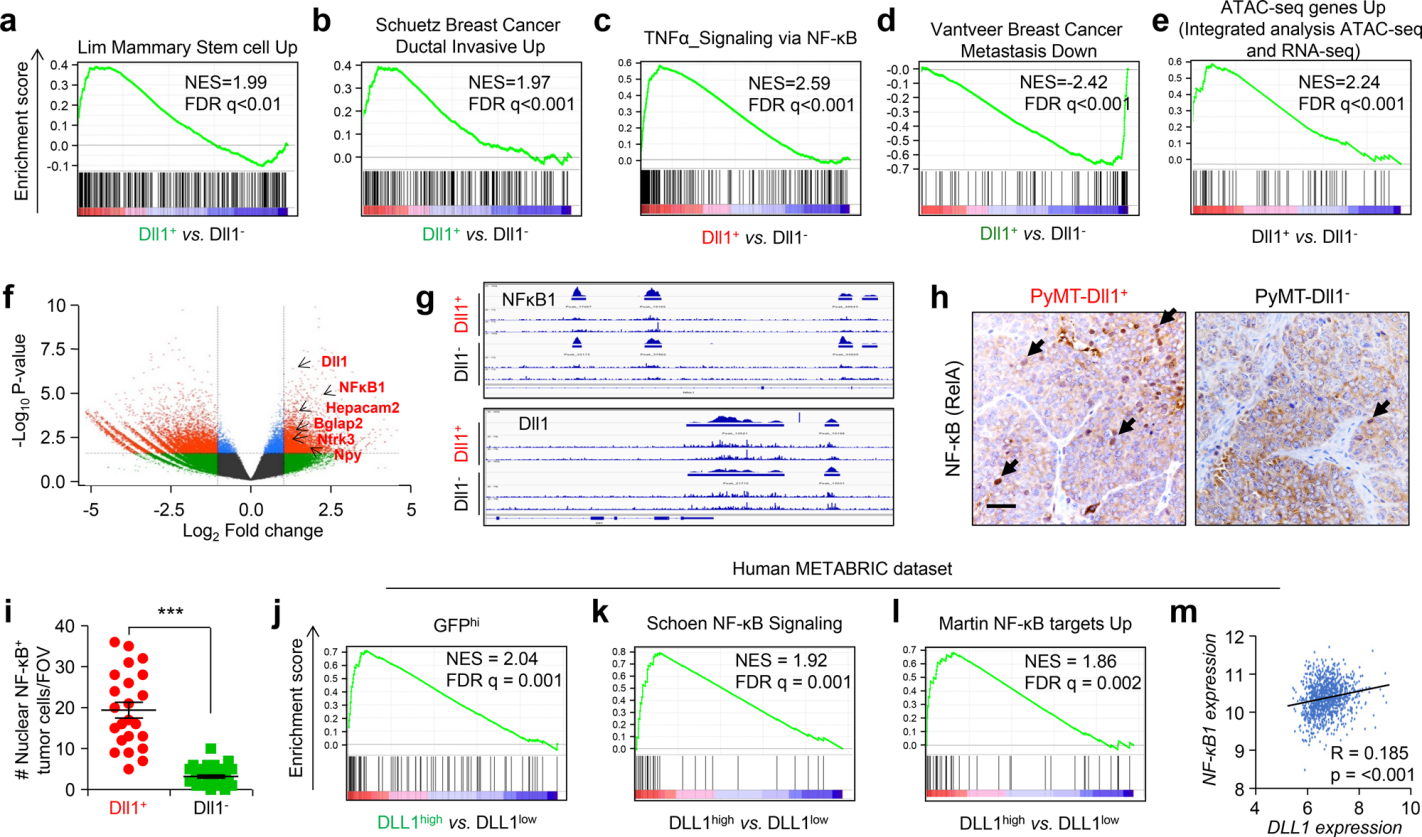
RNA-seq and ATAC-seq shows that Dll1^+^ tumor cells have enriched signatures for NF-κB pathway. **a**–**e** We isolated Lin^−^ Dll1^+^ and Dll1^−^ tumor cells from either PyMT-Dll1^GFP^ (Green color) or PyMT-Dll1^mCh^ (Red color) tumors and performed a RNA-seq analysis. Geneset enrichment analyses (GSEA) demonstrate increased mammary stem cell **a**, increased invasiveness **b**, increased NF-κB signaling **c** and increased metastasis **d** signatures in Dll1^+^ tumor cells compared to Dll1^−^ tumor cells. **e** Genes with a proximal ATAC-seq peak increasing significantly at *p* < 0.05 in Dll1^+^ cells show enrichment in the GFP/mCherry UP (Dll1^+^) combined RNA-seq ranked list. **f** Volcano plot from ATAC-seq analysis depicts enriched peaks for several protumorigenic and prometastatic genes in Dll1^+^ tumor cells compared to Dll1^−^ cells. **g** *NF-kB1* and *Dll1* showed several open chromatin enriched peaks in Dll1^+^ tumor cells compared with Dll1^−^ tumor cells. **h**–**i** Representative IHC images show higher nuclear NF-kB^+^ tumors cells in Dll1^+^ compared with Dll1^−^ tumors. Cell sorting was performed to enrich for these population followed by mammary fat pad injection. The dots in scatter plot represents the FOV, which is obtained from *n* = 3 tumors per group. FOV is field of view. Black arrows indicate nuclear staining of NF-κB in tumor cells. **j** GSEA analysis of GFP^+^ tumor cells show enrichment of Dll1^+^ mouse tumor genes to genes of DLL1^high^ luminal A and B patients (top 100 genes). **k**, **l** GSEA analyses show NF-κB signatures up in DLL1^high^ luminal A and B patients compared with DLL1^low^ luminal A and B patients. **m** Correlation plot depict a positive correlation between *NF-κB*1 and *DLL1* expression in luminal A and B patient samples. **j**–**m** DLL1^high^ and DLL1^low^ patient data was obtained from METABRIC dataset (*n* = 1140 patient tumors). PyMT-Dll1^mCh^ model was used for both RNA-seq and ATCT-seq whereas PyMT-Dll1^GFP^ was used only for RNA-seq (*n* = 2 Dll1^+^ and *n* = 2 Dll1^−^ Lin^−^ tumor cells from PyMT-Dll1^mCh^ tumors for RNA-seq were used; *n* = 2 Dll1^+^ and *n* = 2 Dll1^−^ Lin^−^ tumor cells from PyMT-Dll1^GFP^ tumors for RNA-seq were used; and *n* = 4 Dll1^−^ and *n* = 3 Dll1^+^ Lin^−^ tumor cells isolated from PyMT-Dll1^mCh^ tumors for ATAC-seq). Two-tailed unpaired Student’s *t*-test (**i**) and pearson correlation coefficient **m** were used to calculate *P* values. **i** Data are presented as the mean ± SEM. Scale bar, 60 μm **h**. Source data are provided as a source data file.

To further investigate the mechanistic basis of Dll1-mediated effect on metastasis and cell survival of tumor cells, we performed ATAC-seq to examine the chromatin accessible and restricted regions in Dll1^+^ and Dll1^−^ tumor cells (Supplementary Fig. 5a). On a very global level, ATAC-seq data do not indicate any dramatic, epigenome-wide changes in chromatin accessibility patterns between Dll1^+^ and Dll1^−^ cells. This conclusion is based on finding similar numbers of UTR, exon, intergenic, intron, and promoter peaks in both Dll1^+^ and Dll1^−^ tumor cells (Supplementary Fig. 5g). This finding is rather expected, given that these cells are of the same lineage, and as Dll1 is not itself a chromatin-modifying protein. We next performed an integrated analysis with ATAC-seq and RNA-seq data. For the integrated analysis, we took the “ATAC-seq Up” signature (all genes with a proximal ATAC-seq peak increasing significantly at p-adjusted < 0.05 in Dll1^+^ samples) and tested it for enrichment in the GFP/mCherry Up (Dll1^+^) combined RNA-seq ranked list. We found that this ATAC-seq signature is strongly enriched in the RNA-seq data (NES = 2.24, *p* < 0.001) (Fig. 4e). We then focused analyses on the 23 GSEA “Core Enrichment” genes (Fig. 4e) that are both in the ATAC-seq Up signature, and transcriptionally upregulated in Dll1^+^ cells using EnrichR online software. Our data shows that of these 23 common upregulated/increased accessibility genes from Dll1^+^ cells, there are significant enrichment of both Notch signaling and NF-kB signaling (e.g., RelA) (Supplementary Fig. 5h), suggesting that Dll1-mediated Notch signaling may regulate NF- kB1 activity and signaling.

ATAC-seq data also identified the presence of enriched peaks of several of the prometastatic genes identified in the RNA-seq data from Dll1^+^ cells (volcano plot, Fig. 4f). Dll1^+^ tumor cells also have *NF-kB1* specific open chromatin region/enriched peak compared to Dll1^−^ cells (Fig. 4g). Together, these data indicate that Dll1 activates NF-kB1 signaling in Dll1^+^ tumor cells, potentially contributing to protumor survival and associated chemoresistance. This observation was further confirmed by an IHC analysis, where Dll1^+^ tumors showed greater nuclear translocation of NF-kB compared with Dll1^−^ tumors suggesting activation of NF-kB signaling (Fig. 4h, i).

To explore the clinical correlation of our mouse data, we examined our Dll1^+^ mouse signature with METABRIC, a patient database to analyze correlation of *DLL1* to *NF-kB* in luminal A and B breast cancer patients^49,50^. Notably, we found that genes from DLL1^high^ patient tumors show strong enrichment to Dll1^+^ signature from PyMT^GFP^ tumors or PyMT^mCh^ (top 100 upregulated genes) (Fig. 4j and Supplementary Fig. 6a), highlighting the close resemblance of the mouse model to patients. Also, when patients were stratified based on *DLL1* expression, the *DLL1*^*high*^ tumors from patients had upregulated *NF-kB* signatures similar to mouse of RNA-seq data (Fig. 4k, l and Supplementary Fig. 6b, c). Moreover, tumors from luminal A and B patients show a strong positive correlation between *DLL1* and *NF-kB* (R = 0.185, *p* < 0.001, Fig. 4m). Finally, we found NF-kB motif genesets to be significantly enriched in *DLL1*^*+*^ patient tumors (Luminal A and B) compared to *DLL1*^−^ patients (Supplementary Fig. 6d) using GSEA C3 compendium. Together, these observations suggest that Dll1-mediated Notch signaling induces activation of NF-kB signaling by regulating NF-kB1, which may contribute to tumor cell survival.

### Dll1^+^ TICs are chemotherapy resistant

TICs are thought to be responsible for resistance to chemotherapies in various cancers^51,52^. Therefore, we next assessed sensitivity to doxorubicin, an anthracycline chemotherapeutic drug effective in the treatment of a wide range of malignancies, including breast cancer^53,54^. To functionally test whether Dll1^+^ cells are resistant to doxorubicin in the PyMT-Dll1^mCh^ reporter model, we sorted out Dll1^+^ and Dll1^-^ tumor cells and treated them in vitro with doxorubicin. We found that Dll1^+^ cells were resistant to doxorubicin-induced cell death compared to Dll1^−^ cells (Supplementary Fig. 7a, b). Similar to our in vitro studies, treatment of transplanted Dll1^+^ and Dll1^−^ tumors with doxorubicin revealed that Dll1^+^ tumors were resistant, whereas Dll1^−^ tumor growth was significantly impaired upon doxorubicin treatment (Fig. 5a–d). Particularly, doxorubicin treatment significantly increased the number of quiescent/slow growing Dll1^+^ TICs in tumors (Fig. 5e and Supplementary Fig. 7c), potentially due to their evasion of cell death and/or DNA damage. Indeed, further analysis of transplanted tumors revealed that Dll1^+^ tumors were less prone to cell death compared to Dll1^−^ tumors as seen by cleaved-caspase-3 and TUNEL staining (apoptotic cells) in the tumor cells (Fig. 5f–h). Cell cycle analysis further demonstrated a strong increase in a sub-G1 population (apoptotic cells) of Dll1^−^ cells compared to Dll1^+^ tumor cells (Supplementary Fig. 8a, b). Finally, γH2AX staining (green staining indicates DNA damage) shows reduced doxorubicin-induced DNA damage in Dll1^+^ tumor cells compared to Dll1^−^ tumors (Supplementary Fig. 8c–e), potentially explaining the chemotherapeutic resistance of Dll1^+^ tumors (Fig. 5b–d).

**Fig. 5:**
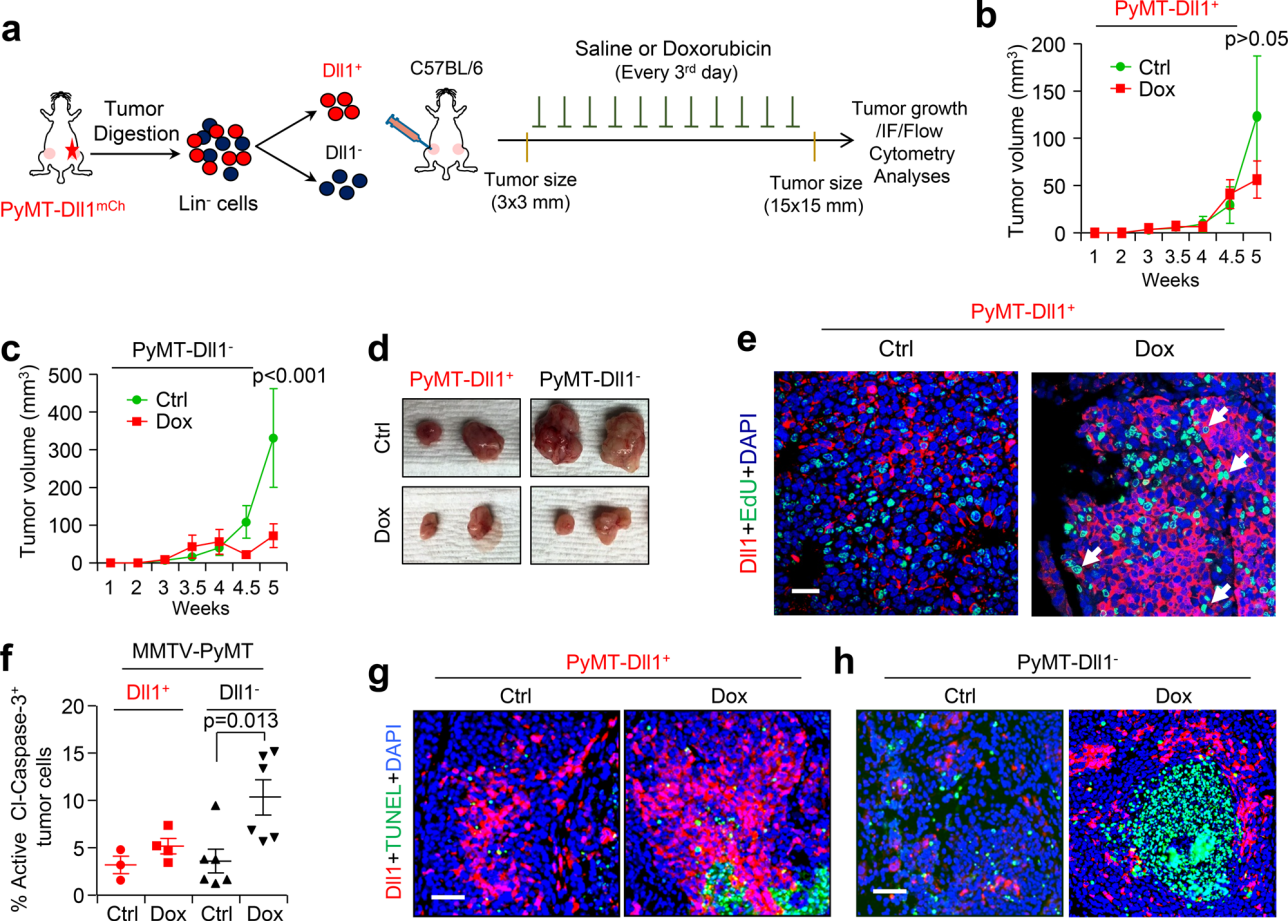
Dll1^+^ tumor cells are chemoresistant in PyMT tumors. **a** Schematic shows the experimental plan of in vivo doxorubicin sensitivity assays using PyMT-Dll1^+^ and PyMT-Dll1^−^ tumors. **b, c** Tumor growth curves show PyMT-Dll1^+^ **b** and PyMT-Dll1^−^ **c** tumor growths upon saline (ctrl) or doxorubicin treatments. **d** Representative whole tumor images from **b**, **c**. **b**–**d** *n* = 6 tumors/group. **e** The representative IF images show the expression of Dll1 (Red) and EdU^+^ proliferating cells (Green) in PyMT-Dll1^+^ tumors upon treatment of saline or doxorubicin. mCherry antibody was used to detect Dll1^mCh+^ cells. The white arrows indicate proliferating Dll1^+^ EdU^+^ tumor cells upon doxorubicin treatment. **f** The flow cytometry data demonstrate the percentage of active cleaved-caspase-3 positive cells in PyMT-Dll1^+^ and PyMT-Dll1^−^ tumors treated with either saline (ctrl) or doxorubicin. **g**, **h** The representative IF images show the expression of Dll1 (Red) and TUNEL^+^ apoptotic cells (Green) in PyMT-Dll1^+^ **g** and PyMT-Dll1^−^ **h** tumors upon treatment of saline or doxorubicin. The formalin-fixed tumors specimen were stained with the mCherry antibody to detect Dll1^+^ tumor cells. *P* values were calculated using two-way ANOVA with Bonferroni post-test adjustment **b**, **c** and one-way ANOVA with Tukey’s multiple-comparisons post-hoc test **f**. IF experiment was repeated twice using *n* = 3 tumors/group **e** and once with *n* = 4 tumors/group **g**, **h**. Data are presented as the mean ± SEM. Scale bars, 60 µm **e**, **g**, **h**. Source data are provided as a source data file.

### Pharmacological inhibition of Dll1 sensitizes Dll1^+^ tumor cells to chemotherapy

Next, we investigated whether targeting Dll1 in vivo could impact the chemoresistant phenotype of Dll1^+^ TIC/CSCs. Dll1^+^ tumor-bearing mice were given either the control vehicle or anti-Dll1-blocking antibody (αDll1)^55^ or doxorubicin (Dox), or a combination of both (Supplementary Fig. 9a). In this tumor initiation and progression study, Dll1 antibody alone had a modest inhibitory effect on tumor growth, whereas, the combination treatment dramatically reduced tumor growth (Fig. 6a, b), suggesting that Dll1-blocking sensitizes Dll1^+^ TICs to chemotherapy. Moreover, metastatic events were significantly decreased in mice treated with anti-Dll1 antibody and chemotherapy compared with untreated controls (Fig. 6c–e and Supplementary Fig. 9b). This decrease in tumor growth and progression was associated with reduced nuclear translocation of NF-kB (Fig. 6f, g), suggesting that Dll1-mediated chemoresistance is potentially driven by NF-kB signaling.

**Fig. 6:**
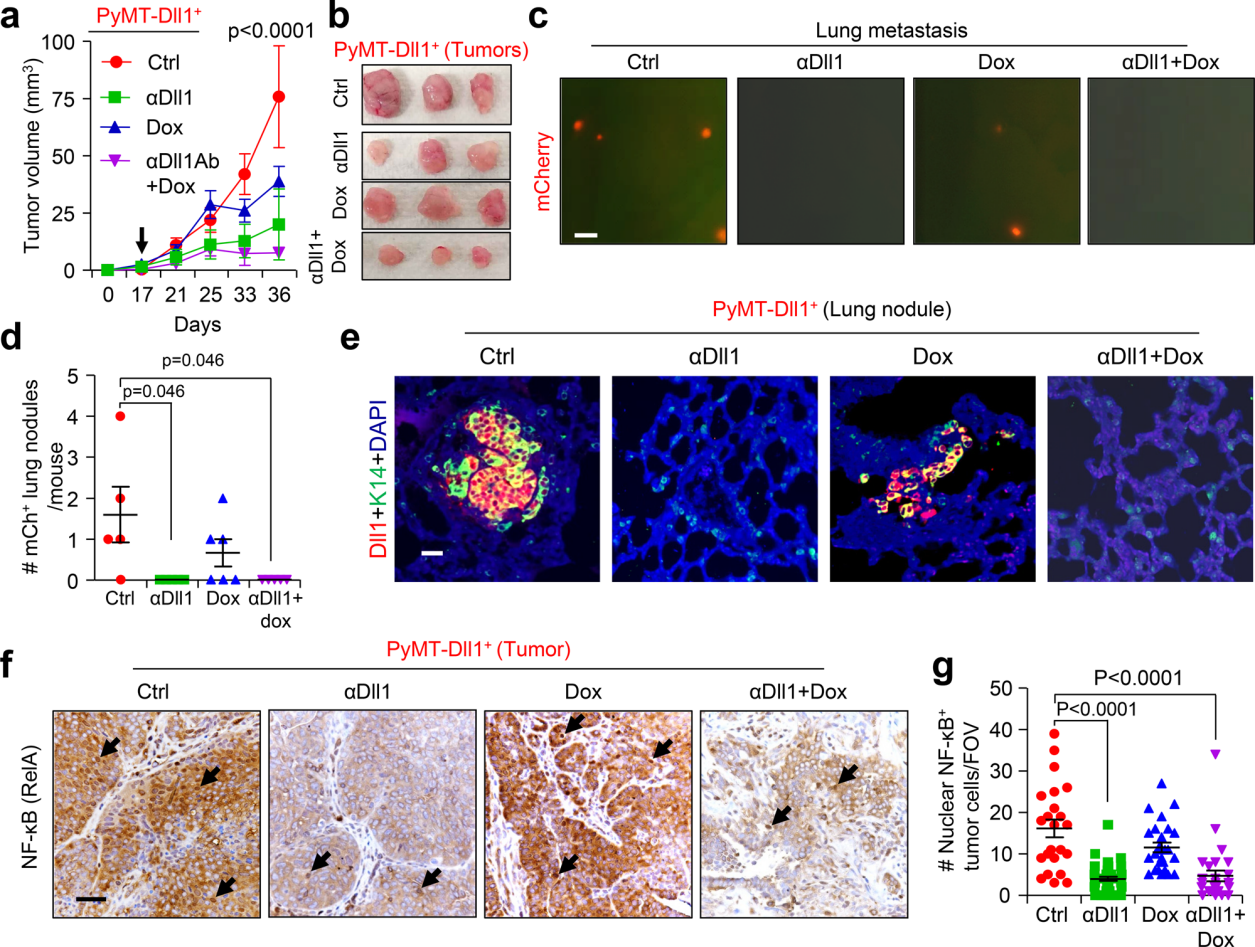
The Dll1-blocking antibody treatment sensitizes the Dll1^+^ tumor cells to the chemotherapy. **a, b** Tumor growth curves **a** and representative whole tumor images (**b**) after Dll1^+^ tumor cells derived tumors were treated with indicated treatments (more details are in Supplementary Fig. 9a) (*n* = 4 for ctrl, αDll1 ab, and αDll1 ab +Dox, *n* = 6 Dox tumors). The black arrow indicates the day when the treatments started. **c**–**e** Representative fluorescence images show mCherry^+^ nodules in whole lungs with quantification **c**, **d**. The scatter plot in **d** shows mCherry positive lung nodules, which were quantified under fluorescent dissection microscope after harvest (data combined from two independent experiments, *n* = 5 Ctrl, *n* = 5 αDll1 ab, *n* = 6 Dox, and *n* = 5 αDll1 ab + Dox tumors). **e** Representative IF images of lung cross sections show presence of mCherry^+^ cells (red). mCherry antibody was used to detect Dll1^mCh+^ cells. **f**, **g** The representative IHC images show the NF-κB staining in Dll1^+^ tumors upon indicated in vivo treatments, which is quantified in **g**. The dots in scatter plot represents the FOVs, which is obtained from *n* = 3 tumors per group. FOV is field of view. Black arrows indicate nuclear staining of NF-κB in tumor cells. *P* values were calculated using two-way ANOVA with Bonferroni post-test adjustment **a** or one-way ANOVA with Tukey’s post-hoc test **d**, **g**. Data present three **c, e** or two **f** independent experiments. Data are presented as the mean ± SEM. Scale bars, 200 µm **c**, 20 µm **e** and 60 µm **f**. Source data are provided as a source data file.

There were no observable side effects of Dll1 blocking in mono or in combination with doxorubicin, as body weight of these mice were unaltered (Supplementary Fig. 10a). The activity of the Dll1 antibody was further confirmed by examination of depletion of marginal B-cells in the spleen that depend on Dll1 activity (Supplementary Fig. 10b, c)^56–58^. Taken together, these results delineate that Dll1 targeting may be effective for patients failing chemotherapy and may have a better safety profile during treatment.

### Pharmacological inhibition of NF-kB and Dll1 resensitizes chemoresistant Dll1^+^ luminal tumor cells, phenocopying the effects of Dll1-blocking antibody

Since NF-kB was found to be downstream of Dll1-mediated Notch signaling, we next sought to determine if the NF-kB inhibitor IMD-0354 (IMD) would resensitize tumor cells to chemotherapy, phenocopying the effect of the Dll1-blocking antibody. IMD is a selective IKK2 inhibitor, which disrupts NF-κB signaling, which showes activities in several preclinical models including cancer^59–62^. An in vitro tumorsphere assay with Dll1^+^ tumor cells demonstrated a significant decrease in the number and size of tumorspheres with a combination treatment of IMD and doxorubicin, similar to effects seen with Dll1-blocking antibody and doxorubicin (Fig. 7a–c). Especially, combination treatment of Dll1 antibody, IMD and chemotherapy further decreased the number and size of tumorspheres (Fig. 7a–c), while either IMD or chemotherapy alone had minimum effect on tumor cells. To complement the in vitro data, we treated Dll1^+^ tumor cells with doxorubicin, Dll1-blocking antibody, IMD-0354 treatment alone or in combinations (Supplementary Fig. 10d). Similar to in vitro results, NF-kB inhibition along with αDll1 ab or doxorubicin was very effective to inhibit tumor growth with no significant toxicity (Fig. 7d, e and Supplementary Fig. 10e). Furthermore, combination treatment targeting Dll1, NF-kB and doxorubicin significantly abolished tumor growth of Dll1^+^ tumor cells. Thus, our results suggest that activation of NF-kB downstream of Dll1 signaling in tumor cells promotes chemoresistance and blocking all these components together can lead to significant response in thes tumors.

**Fig. 7:**
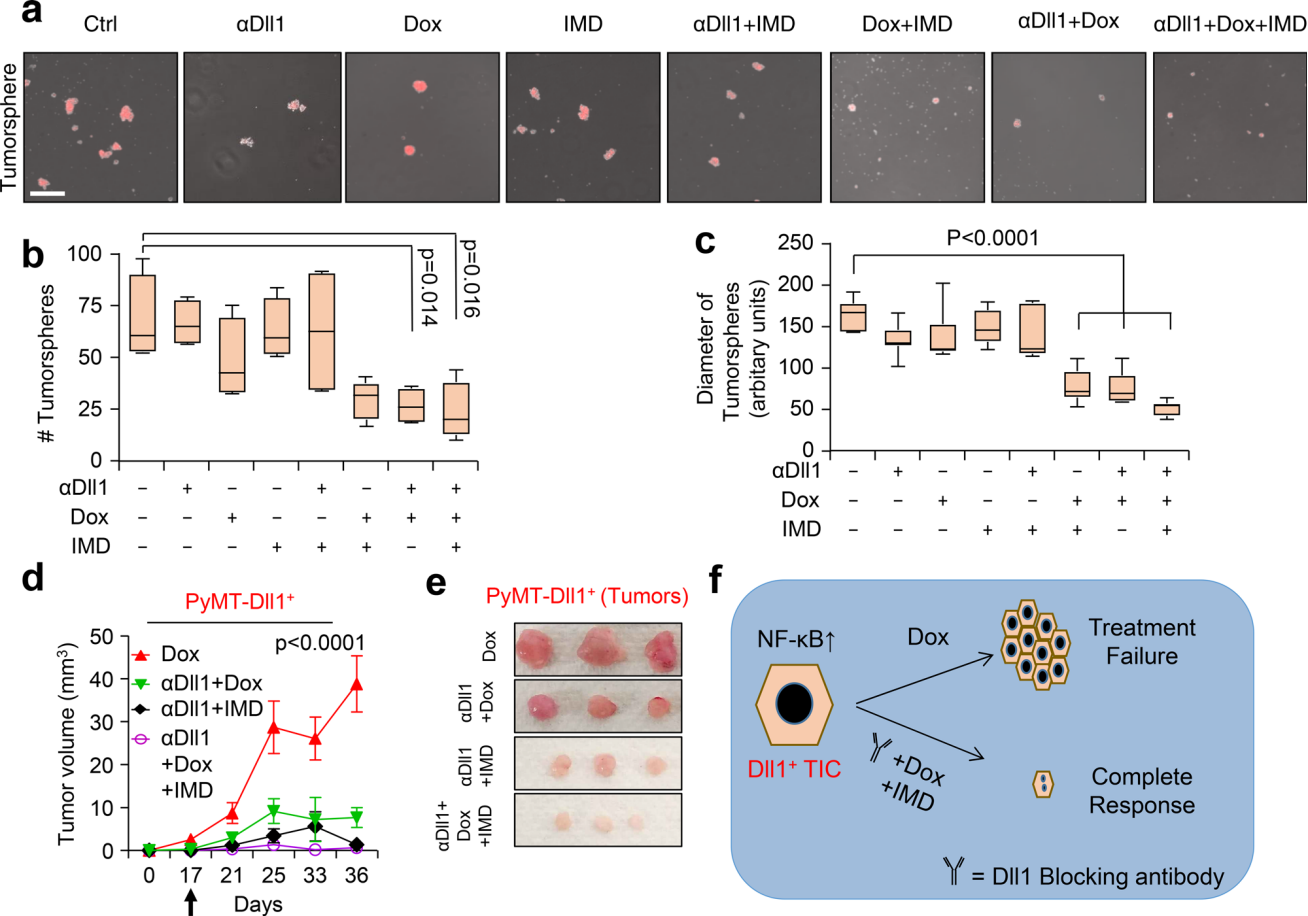
Inhibition of NF-κB sensitizes Dll1^+^ tumor cells to chemotherapy. **a** Representative fluorescence images show the tumorspheres of Dll1^+^ tumor cells with the indicated treatments. (IMD 100 nM, doxorubicin 80 nM, and Dll1 antibody 500 µg/ml). For combination treatment, 50 nM of IMD and 40 nM of doxorubicin were used. **b**, **c** The box plots show the quantification of tumorspheres in number **b** and diameter (**c**). The boxes represent the 75th, 50th, and 25th percentile of the values. The top and bottom lines represent maximum and minimal data points within the ×1.5 IQ (interquarter) range, respectively. **d** Tumor growth curves of tumors derived from Dll1^+^ tumor cells with indicated treatment (more details are in Supplementary Fig. 10d). The black arrow indicates the day when the treatments started. Representative whole tumor images are shown in the **e**. The alone doxorubicin and αDll1+Dox groups were used for both the experiments in Fig. 6a, b and 7d, e (*n* = 6 Dox, *n* = 4 αDll1 ab+Dox, *n* = 4 αDll1 ab+IMD, *n* = 6 αDll1 ab+Dox+IMD tumors). **f**, The model shows that PyMT-Dll1^+^ TICs are resistant to the doxorubicin treatment, along with increased nuclear translocation of NF-κB, which can be sensitized by blocking Dll1 using antibody and NF-κB inhibitor (IMD) along with doxorubicin. The combination treatment achieves a almost complete response in preclinical mouse models. *P* values were calculated using one-way ANOVA with Tukey’s post-hoc test (**b, c**) and two-way ANOVA with Bonferroni post-test adjustment (**d**). Data present two (**a**–**c**) independent experiments. Data are presented as the mean ± SEM. Scale bars, 100 µm (**a**). Source data are provided as a source data file.

## Discussion

Notch signaling, specifically the Notch receptors, has been associated with chemoresistance in several cancers, including breast cancer, most markedly in TNBC^63–68^, suggesting that targeting this pathway may improve clinical outcome. Our study reveals a central role for the Notch ligand Dll1 in promoting tumor progression, metastasis and chemoresistance in aggressive luminal breast tumors. Identification of a ligand-based therapy to block tumor-specific Notch signaling may provide a safer and effective therapeutic option for breast cancer patients.

Earlier studies from our group have demonstrated that the Notch ligand Dll1 is important for normal mammary stem cell development^25^. We further showed that Dll1 is preferentially upregulated in luminal breast cancer compared to TNBC/basal cancer and regulates CSC function in these breast cancer cells^24^. However, at that time, we could not evaluate the spatial and temporal distribution of Dll1 expression during tumor progression and metastasis. Furthermore, we could not determine if Dll1^+^ cells themselves had TIC/CSC properties due to the lack of appropriate mouse models. In this study, we used Dll1 conditional knockout and reporter models crossed with spontaneous murine models (MMTV-PyMT and MMTV-Wnt1) to determine the spatial and temporal distribution of Dll1 and also determine the function of Dll1^+^ tumor cells in tumor progression. We found that Dll1^+^ cells increase dramatically from normal mammary gland to hyperplasia and tumor, suggesting a tumor supporting function of Dll1. We found that Dll1^+^ tumor cells increase in K8^+^ luminal compartment compared to basal cells as tumor progresses from hyperplasia to tumor stage in MMTV-PyMT model. Future studies on lineage tracing starting at earlier age in mice, will help to decipher the mechanism behind this increase in K8^+^ Dll1^+^ luminal cells in tumors. Using conditional-knockout mice of Dll1, we further demonstrated that Dll1 has a significant tumor-promoting function in MMTV-PyMT tumors but not in MMTV-Wnt1 tumors. It is possible that Dll1 may have tumor-promoting function in other basal tumors, which needs further explorations. We further show that Dll1^+^ tumor cells are quiescent TICs and Dll1-mediated Notch signaling is one of the major drivers of tumor progression and metastasis in the the MMTV-PyMT model using both reporter and conditional-knockout mouse models. These data are in accordance with the Metastatic Breast Cancer project database (Broad Institute), which highlights the amplification of Dll1 in metastatic breast cancer patients.

Tumor heterogeneity is currently a clinical challenge for breast cancer therapy^11,69–71^. To determine if the Dll1^+^ tumor cells resemble TICs that could increase tumor burden, metastasis, and chemotherapeutic resistance, the transcriptional signatures of Dll1^+^ and Dll1^−^ tumor cells were further evaluated by RNA-seq analysis. These data show that Dll1^+^ tumor cells are associated with increased invasiveness and metastatic signatures in GSEA, corroborating experimental data. The RNA-seq data indicated that Notch target genes are activated in Dll1^+^ tumor cells compared with Dll1^−^ tumor cells. However, we need further evaluations to understand Notch signalling between Dll1^+^ cells and Notch receptor-expressing cells. Moreover, Dll1^+^ tumor cells are enriched for stem cell genes and as expected, the Dll1^+^ cells showed reduced expression of cell cycling genes, while Dll1^−^ cells were highly enriched, highlighting the relative quiescent properties of Dll1^+^ tumor cells, which is confirmed by EdU assay. 

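The list of Notch target genes held 24 genes that passed the filter on low counts. With p adjusted over all genes, 7 were higher and 0 lower in Dll1+ cells, and with p adjusted over the list alone 10 were higher and 1 lower. Hey1, on chromosome 3 of GRCm38 from 8663359 to 8667256, had the lowest p (log2 fold change 1.02, SE 0.12, adjusted p = 0.00850), and its TMM-normalized CPM were 106 ± 27.4 in Dll1- and 218 ± 72.7 in Dll1+ cells (SD, n = 4 mice). Hes1 rose less (log2 fold change 0.42, SE 0.06, adjusted p = 0.0151). Runx1, Sox9 and Efnb2 had log2 fold changes of 0.66, 0.54 and 0.76, with adjusted p from 0.0109 to 0.0226. All 5 genes were higher in Dll1+ cells in each of the 4 mice. The mean log2 difference of the whole list was 0.19, 0.21, 0.12 and -0.08 in mice 1 to 4, and 2 of the 8 swaps of libraries within mice gave an enrichment score as large in size.

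None of the Notch receptors or other ligands passed an adjusted p of 0.05 over the 4 mice. The log2 fold change was 0.28 for Notch1 (SE 0.07, adjusted p = 0.0588), -0.03 for Notch2, -0.05 for Notch3 and -0.38 for Notch4. For the ligands it was -0.22 for Jag1, 0.58 for Jag2 and 0.26 for Dll4, with SEs of 0.26, 0.32 and 0.43. Dll3 had at most 4 counts in any library and was not tested.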

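Of the 43 S phase genes in the edgeR fit, 36 were lower and 0 higher in Dll1+ cells with p adjusted over all genes, and 40 and 0 with p adjusted over the list alone. Of the 54 G2/M phase genes, 45 were lower and 0 higher, and 49 and 0 over the list alone. The mean log2 difference of the S phase list was -0.77, -0.78, -0.84 and -0.43 in mice 1 to 4, and that of the G2/M phase list -1.03, -0.99, -0.89 and -0.54. Rrm2 had the lowest p of the S phase list (log2 fold change -1.52, SE 0.08, adjusted p = 0.00534), with 73.2 ± 22.7 TMM-normalized CPM in Dll1- and 25.9 ± 9.36 in Dll1+ cells (SD, n = 4 mice). Mcm4, Mcm6 and Rrm1 had log2 fold changes of -0.86, -0.97 and -0.79. In the G2/M list, Aurka (log2 fold change -1.14, SE 0.08, adjusted p = 0.00534), Ccnb2 (-1.40), Cdc20 (-1.33), Cdk1 (-1.15) and Aurkb (-0.97) had the lowest p. The largest Reactome set for the cell cycle, with 485 ranked genes, had a normalized enrichment score of -2.73 (adjusted p = 2.32e-53).

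Among the stem and basal cell genes, Tspan8 on chromosome 10 of GRCm38, from 115816832 to 115849893, rose from 20.96 ± 9.90 to 101 ± 54.1 TMM-normalized CPM (SD, n = 4 mice; log2 fold change 2.23, SE 0.11, adjusted p = 0.00534). Col17a1, Tpm2 and Igfbp5 had log2 fold changes of 2.72, 0.99 and 1.17 and were higher in Dll1+ cells in 4 of 4 mice. The basal keratin Krt14 had a log2 fold change of 1.55 (SE 0.36, adjusted p = 0.0533) and the luminal keratin Krt8 one of 0.31 (SE 0.08, adjusted p = 0.0638). For the surface markers Cd44 and Cd24a, the log2 fold change was 0.30 for Cd44 (SE 0.08, adjusted p = 0.0508) and -0.05 for Cd24a (SE 0.11, adjusted p = 0.782).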

Previous studies suggest that CD44^hi^/CD24^lo^ epithelial cells retain classic TIC features in breast cancer, including tumor-initiating capacity in vivo, tumorsphere formation, and resistance to standard chemotherapy^13^. We found that Dll1^+^ tumor cells are resistant to the chemotherapeutic drug, doxorubicin. Mechanistically, we showed that Dll1^+^ tumor cells resist chemotherapy by avoiding drug-induced cell death and DNA damage as seen by cleaved-caspase-3 assay, γH2AX staining, TUNEL and cell cycle assays. Interestingly, Dll1^+^ cells were also enriched for signatures of NF-κB signaling and hypoxia, common features of cancer progression and chemoresistance^72–75^. This observation was further confirmed in human patients data using METABRIC dataset, where we found strong positive correlation between *DLL1* and *NF-κB1*. Moreover, Dll1^high^ gene signatures (top 100 genes) from our mouse models closely resemble genes of DLL1^high^ Luminal A and B patients supporting the clinical significance of our model to human patients. Indeed, the NF-κB pathway can crosstalk with Notch signaling in lung cancer to promote chemoresistance^76^. Moreover, Hypoxia has long been associated with chemoresistance to several drugs, including doxorubicin, in multiple cancers such as lung, prostate, and breast cancer^39,77–79^. ATAC-seq corroborates RNA-seq data and identified several open chromatin regions for the *NF-κB1* gene and other protumorigenic and prometastatic genes, indicating that Dll1-mediated Notch signaling may regulate these pathways to resist chemotherapy. Furthermore, increased nuclear translocation of NF-κB was observed in tumor cells expressing higher levels of Dll1. Blocking of NF-kB activity using the IMD inhibitor in combination with doxorubicin significantly decreased tumor cells viability and stem cells activity in tumorsphere assays, thus phenocopying the effects of the Dll1-blocking antibody. Combination treatment blocking NF-kB activation, Dll1 and chemotherapy shows almost complete respone in tumor growth in vivo.

Together, our data suggest that Dll1-mediated Notch signaling drives metastasis and chemoresistance and may therefore be responsible for higher mortality in breast cancer (Fig. 7f). Mechanistically, our data suggest that Dll1 increases resistance to DNA damage and cell death through the NF-κB pathway. Remarkably, combination therapy targeting Dll1 ligand and NF-κB pathway shows complete response to the doxorubicin in Dll1^+^ tumor cells. Altogether, our findings demonstrate a promising therapeutic target in breast cancer patients with advanced disease and metastasis, particularly for those who are chemoresistant. Further preclinical studies will assess the potential efficacy of this strategy in the clinics.

## Methods

### Animal studies

Animal housing, handling, and procedures were conducted in compliance with the Institutional Animal Care and Use Committee (IACUC) of the University of Pennsylvania. The health status of all mice was normal, and they were not involved in any previous procedure. For Dll1 in vivo loss-in-function studies, Dll1^cKO^ mice^25^ were crossed with MMTV-PyMT or MMTV-Wnt1 to obtain PyMT-Dll1^cKO^ or Wnt1-Dll1^cKO^ mice. To obtain PyMT-Dll1^mCh^ and PyMT-Dll1^GFP^ mice, the Dll1^mCherry^ BAC-based mice^30^ and Dll1^GFP^ knockin^25^ mice were crossed with MMTV-PyMT mice. All mice were in C57BL/6 background for tumor studies. Six-week-old female wild-type C57BL/6 mice for mammary fat pad injections were obtained from Jackson Laboratory. For mammary fat pad injections, all mice were anesthetized, and tumor cells were injected into the mammary fat pad following established protocols^71^. Tumors were detected by palpation and measured twice a week. The experiment was terminated when tumors reached certain size as mentioned in the figure legend, or the experiment was terminated before if the tumors were ulcerated (humane endpoint). Mice were injected with 0.2 mg/10 g body weights EdU (Invitrogen, A10044) intraperitoneally 12 h before sacrifice to study in vivo proliferation of tumor cells.

### Metastatic lung nodule count

The tumor-bearing mice were sacrificed by cervical dislocation to harvest the metastatic lungs. For PyMT-Dll1^cKO^ and PyMT-Dll1^WT^ mice, the lungs were fixed with Bouin’s solution for 24 h and then washed with 70% ethanol and then counted for nodules based on whole lung images. For PyMT-Dll1^mCherry^ *and* PyMT-Dll1^GFP^ mice, after a brief wash with PBS, the mCherry^+^ lung nodules were counted under Leica fluorescent dissection microscope. Lungs were also sectioned and the lungs sections were stained for H&E as per described protocol^24,80^. The H&E slides were evaluated by a board certified pathologist to confirm metastatic nodules.

### In vivo cell proliferation assay

We intraperitoneally injected EdU (0.2 mg/10 g body weight) 12 h before harvesting the tumors. EdU-labeled proliferating cells were detected on Formalin-fixed tissues by Click-iT EdU Alexa Fluor 488 imaging kit (Thermo Fisher Scientific) following the manufacturer’s protocol.

### Histological analysis and immunofluorescence (IF)

For histological analysis, mouse tumor and mouse lung specimens were processed as previously described^81,82^. Antibodies information and dilutions are listed in Supplementary Table 2. DAPI was used to stain nuclei. IF Images were taken using a Leica SP5 FLIM Confocal microscope.

### Flow cytometry analysis and sorting

The single-cell suspension for flow cytometry analysis of normal mammary glands, hyperplasia and tumors was obtained following a published protocol^71,82^. Single cells were stained with a combination of antibodies (listed in Supplementary Table 1) for 30 min on room temperature in the dark. Live cells were gated out using either DAPI or PI. Flow cytometry analysis was performed using the LSRII and LSRFortessa Flow Cytometers (BD Biosciences), and data were analyzed using FlowJo software (TreeStar, Inc). We used the Aria II instrument for sorting mammary tumors.

### Protein extraction and western blot analysis

We digested MMTV-PyMT tumors into single cells to isolate protein. We performed western blot analysis as described in previous articles^24^. The antibodies details and dilutions are listed in Supplementary Table 3.

### RNA extraction and quantitative PCR (qRT-PCR)

Total RNA was isolated from sorted tumor cells or hyperplasia using the Invitrogen RNA extraction kit in accordance with the manufacturer’s instructions. The amount of isolated RNA was quantified using a Nanodrop spectrophotometer (Thermo Scientific). Complementary DNA was synthesized from 1 µg of total RNA using SuperScript (Invitrogen). Real-time RT-PCR was performed on the Applied Biosystems StepOne Plus PCR machine (Thermo Fisher) using SYBR Green Power (Life Science Technologies). We performed all qRT-PCR assays in duplicate at least three independent experiments. The gene-specific primer sets were used at a final concentration of 0.2 μM and their sequences are listed in Supplementary Table 4.

### ATAC-seq library preparation and analysis

Single-cell digestion from freshly isolated spontaneous mammary tumors from PyMT-Dll1^mCh^ tumor-bearing mice was performed followed by cell sorting. Lineage-negative epithelial tumor cells, which are Dll1^+^ and Dll1^−^ cells (based on mCherry expression) were sorted. 20,000 Dll1^+^ and Dll1^−^ lineage-negative tumor cells from four different tumors were used. Previously described established protocols for ATAC-Seq transposition assay and library preparation were used^83,84^.

Raw sequence (fastq) files were processed in genotype-specific replicate batches to find open chromatin regions using the ENCODE ATAC-seq pipeline https://github.com/ENCODE-DCC/atac-seq-pipeline. Peaks enumerated in the optimized peak files for the Dll1^+^ and Dll1^−^ replicate groups were merged with bedops^41^, and the nucleotide sequence underlying each of the resulting regions was extracted to a fasta file using bedtools (https://bedtools.readthedocs.io/en/latest/). Reads for each sample were mapped to the sequences for all regions using salmon^85^, and the read matrix was normalized and analyzed for differential peak depth between the two genotypes using DESeq2^86^. Peak locations were annotated for nearby genes using homer (http://homer.ucsd.edu/homer/^87^ and merged into the RNA-seq dataset based on gene symbol. Data were visualized using the Integrative Genomics Viewer^88^.

### RNA-sequence analysis and geneset enrichment analysis (GSEA)

Raw sequence files (fastq) for eight samples were mapped using salmon (https://combine-lab.github.io/salmon/) against the mouse transcripts described in genecode (version M20, built on the mouse genome GRCm38.p6, https://www.gencodegenes.org), with an average of 51.3 M total input reads for each sample, and an 80.1% average mapping rate. Transcript counts were summarized to the gene level using tximport (https://bioconductor.org/packages/release/bioc/html/tximport.html), and normalized and tested for differential expression using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). A 2-factor statistical model was used including Dll1 status (+/−) and mouseID. Gene Set Enrichment Analysis (GSEA, http://software.broadinstitute.org/gsea/index.jsp) was run for the contrast in pre-ranked mode using the DESeq2 statistic of the ranking metric. Mouse gene symbols were mapped to human gene orthologs using Ensembl’s BioMart (http://www.ensembl.org/biomart/martview/). Where there were redundant mappings, the statistic with the highest absolute value was chosen. Geneset enrichment analysis (GSEA) was conducted using GSEA2.2.4 software to generate enrichment scores for genesets in Hallmark, C2.all and C5.all, datasets with default settings.

### METABRIC dataset analysis

RNA expression data from the METABRIC dataset^49,50^ were downloaded from the cBio portal at http://download.cbioportal.org/brca_metabric.tar.gz, and corresponding patient clinical data were downloaded from https://www.cbioportal.org/study/clinicalData?id=brca_metabric. Luminal A and Luminal B patient subtypes were identified using the Pam50 + Claudin-low subtype parameter included in the clinical data. Pearson correlation was used to determine statistical significance of correlation of *DLL1* expression and expression of *NF-kB1* in the Luminal A and Luminal B combined patient cohort. The combined cohort was then stratified by median *DLL1* expression, and GSEA was performed by testing all genesets within the GSEA C2 and C3 MSigDB compendia for enrichment in the list of genes ranked by magnitude of overexpression in DLL1^high^ (above median) vs. DLL1^low^ (below median) patients. The signal-to-noise (S2N) metric was used for gene ranking, and permutations (*n* = 1000) were performed on genesets. Default settings were used for all other GSEA parameters. To derive Dll1^high^ and Dll1^low^ experimental gene expression signatures from sorted mouse tumor cells, genes were ranked by magnitude of overexpression in RNA-seq data from Dll1^high^ (GFP^+^ or mCherry^+^) vs. Dll1^low^ (GFP^−^ or mCherry^−^) samples. The S2N metric used for ranking genes, and the top 100 most overexpressed genes were used for Dll1^high^ genesets.

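The signal-to-noise ranking was computed for each reporter from its 2 Dll1+ and 2 Dll1- libraries, on TMM-normalized CPM of the 18322 genes that passed the filter on low counts. Each SD was set to at least 0.2 times the mean of its group, as GSEA does. The 100 highest genes of the 2 reporters shared 10, against 0.546 expected for 2 random lists (1-sided Fisher's exact test across genes, p = 1.71e-10). The shared genes included Asic1, Clic6, Dll1, Gm37296, Mfsd4a, Npy, Rasgef1c, Rgr and Sostdc1, all listed after their values were seen. Dll1 ranked at position 56 in PyMT-Dll1 GFP and at position 6 in PyMT-Dll1 mCh mice. Of the 100 genes, 49 in PyMT-Dll1 GFP and 54 in PyMT-Dll1 mCh mice were among the genes higher in Dll1+ cells in the combined edgeR fit. On the log2 scale the lists shared 12 genes, with genes of at least 10 CPM on average 26, and with DESeq2's Wald statistic of each reporter as the ranking 42.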

### In vivo Dll1-blocking antibody, doxorubicin and IMD treatments

The mice were randomly assigned to the cohorts for drug treatments. Treatments were started when tumor size reached 3 × 3 mm. Supplementary Figs. 9a and 10d provide complete experimental strategies. The Dll1-blocking antibody (18 mg/kg thrice a week), doxorubicin (1 mg/kg twice a week), and IMD (0.5 mg/kg once a week) were given until the endpoint of the experiment.

### MTT assay

Dll1^+^ and Dll1^−^ tumor cells were obtained form PyMT-Dll1^mCherry^ spontaneous tumors. The 10,000 cells were seeded in each well of 96-well plate. Forty-eight hours after seeding, the cells were treated with the 100 ng/mL of Doxorubicin for 4-days. After incubation, we added 20 uL of the MTT reagent (5 mg/mL) with 80 µL of MEGM media to each well. We incubated the plate in cell-culture incubator for 4 h. We added 100 µL of DMSO to solubilize the purple formazan crystals and the absorbance was observed at 600 nm wavelength and reference wavelength at 750 nm as described^89^.

### Tumorsphere assay

We digested the PyMT-Dll1^mCh^ tumors into single cells and sorted Lin^−^ Dll1^+^ and Dll1^−^ tumor cells. The tumor cells were cultured for tumorsphere formation, as previously described^81^. Briefly, cells were grown in Corning low adherent plates in tumorsphere media for 5–7 days^81^. The tumorsphere media includes 50 ng/mL EGF, 150 ng/mL FGF, 1× B27 in DMEM:F12 (1:1) media. The number of total tumorspheres and diameter were counted/measured using a microscope. The single cells from tumors were made following a published protocol^80^.

### Quantification and statistical analysis

#### Sample size and replicates

We repeated our in vitro experiments at least three times in triplicate. The exact number of mice for each group is mentioned in the corresponding figure legends. For in vivo treatments of Dll1-blocking antibody, doxorubicin and IMD, mice were randomized based on their age and body weight, before the start of the experiment.

#### Replicates statistical analysis

The results are reported as mean ± SEM (standard error of the mean). The significance of differences was calculated using two-tailed unpaired Student’s *t*-test for normally distributed datasets. One-way ANOVA with Tukey’s multiple-comparisons post-hoc test was used for multiple pairwise comparisons. The tumor growth and grouped datasets were analyzed using the Bonferroni corrected two-way ANOVA to compute statistical significance. Differences in tumor initiation between groups via Kaplan–Meier plots were statistically evaluated using Log-rank tests. For limiting dilution assay, Chi-square test and ELDA online software was used. The number of animals and the statistical tests to compute *p*-value are reported in each of the corresponding figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Sequencing data from RNA-sequencing and ATAC sequencing from tumor samples that support the findings of this study (Fig. 4 and Supplementary Figs. 5 and 6) are deposited in the Gene Expression Omnibus, reference GSE129198 (RNA-seq) and GSE133736 (ATAC-seq). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Dll1+ quiescent tumor stem cells drive chemoresistance in breast cancer through NF-κB survival pathway
**Source:** Nat Commun. 2021 Jan 18;12:432. doi: 10.1038/s41467-020-20664-5

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                          |                          |                                                                                                                                                                                                                                                            |
|--------------------------|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/> | <input type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                      |
|-----------------|----------------------|
| Sample size     | <input type="text"/> |
| Data exclusions | <input type="text"/> |
| Replication     | <input type="text"/> |
| Randomization   | <input type="text"/> |
| Blinding        | <input type="text"/> |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                      |
|-------------------|----------------------|
| Study description | <input type="text"/> |
| Research sample   | <input type="text"/> |
| Sampling strategy | <input type="text"/> |
| Data collection   | <input type="text"/> |
| Timing            | <input type="text"/> |
| Data exclusions   | <input type="text"/> |
| Non-participation | <input type="text"/> |
| Randomization     | <input type="text"/> |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                      |
|-------------------|----------------------|
| Study description | <input type="text"/> |
| Research sample   | <input type="text"/> |
|                   | <input type="text"/> |

|                                   |                                                          |
|-----------------------------------|----------------------------------------------------------|
| Sampling strategy                 |                                                          |
| Data collection                   |                                                          |
| Timing and spatial scale          |                                                          |
| Data exclusions                   |                                                          |
| Reproducibility                   |                                                          |
| Randomization                     |                                                          |
| Blinding                          |                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No |

## Field work, collection and transport

|                          |  |
|--------------------------|--|
| Field conditions         |  |
| Location                 |  |
| Access and import/export |  |
| Disturbance              |  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                |
|--------------------------|------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |  |
|-----------------|--|
| Antibodies used |  |
|                 |  |

Validation

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Authentication

Mycoplasma contamination

Commonly misidentified lines  
(See [ICLAC](#) register)

## Palaeontology

Specimen provenance

Specimen deposition

Dating methods

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Wild animals

Field-collected samples

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Files in database submission

Genome browser session  
(e.g. [UCSC](#))

### Methodology

Replicates

Sequencing depth

Antibodies

Peak calling parameters

Data quality

Software

## Flow Cytometry

### Plots

Confirm that:

☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

## Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

### Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

### Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models &amp; analysis

- |                          |                                                                       |
|--------------------------|-----------------------------------------------------------------------|
| n/a                      | Involvement in the study                                              |
| <input type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

This checklist template is licensed under a Creative Commons Attribution 4.0 International License, which permits use, sharing, adaptation, distribution and reproduction in any medium or format, as long as you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The images or other third party material in this article are included in the article's Creative Commons license, unless indicated otherwise in a credit line to the material. If material is not included in the article's Creative Commons license and your intended use is not permitted by statutory regulation or exceeds the permitted use, you will need to obtain permission directly from the copyright holder. To view a copy of this license, visit <http://creativecommons.org/licenses/by/4.0/>

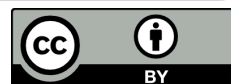

**Supplement:** Supplementary file 3 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

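RNA was measured in 8 libraries of sorted, lineage-negative tumor cells from 4 mice. Mice 1 and 2 carried the PyMT-Dll1 GFP reporter, a knock-in, and mice 3 and 4 the PyMT-Dll1 mCh reporter, which is BAC-based. Each mouse gave 1 Dll1+ and 1 Dll1- library, and the pairs were formed from the mouse number in the library labels. The authors mapped the reads with salmon to GENCODE M20 mouse transcripts (GRCm38.p6), summed transcripts to genes with tximport and deposited estimated counts per gene. The deposited values were whole numbers without normalization, for 53697 genes, of which 53668 had a symbol and coordinates in the GRCm38 annotation used here. Of the genes, 22222 had a single Entrez identifier, which was used for the Reactome sets.

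Total counts per library ranged from 27301396 to 123907626, with a median of 29716367.5 in the Dll1- and 52179776 in the Dll1+ libraries. The 10 genes with the most counts held 6.34% to 9.03% of a library. A gene was called detected from 3 counts, which corresponds to 0.0242 to 0.110 CPM. Such floors cover counting error only, since reads are not independent molecules.

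Genes were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr on the Dll1+ and Dll1- groups, and a robust quasi-likelihood F test. The combined model held Dll1+ status and the mouse, following the paper's 2-factor model. A second fit of all 8 libraries held the mouse and a separate Dll1+ effect for each reporter, and gave the effect in each reporter and the difference between them. P values were adjusted by the Benjamini-Hochberg method over the 18322 tested genes, with a threshold of 0.05. Values per library are CPM (counts scaled to a library of 1 M counts) after TMM normalization, and log2 values per library used a prior count of 2.

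Gene lists were tested with fgsea 1.28.0, preranked with weight 1, on the Wald statistic of DESeq2 1.42.0 from the same models. The paper names the DESeq2 statistic for its own ranking. The 11 lists for themes and cell types were written by hand before the data were examined and are not the paper's MSigDB sets. The S and G2/M lists are those of Seurat 5.3.0, matched by symbol in capitals. Adjustment was over the 13 lists. The Reactome mouse sets shipped with fgsea were tested the same way, limited to 15 to 500 genes, which left 763 sets. Camera from limma 3.58.1 was run on log2 CPM with the same models. Signal-to-noise was the difference of means over the sum of SDs, with each SD at least 0.2 times its mean.

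The genes named were fixed before the data were examined. They are every gene the paper names for these cells, the 10 highest and 5 lowest log2 fold changes among genes past the threshold that changed the same way in 4 mice, up to 5 members with the lowest p of each list, and Ptprc, Pecam1 and Epcam as markers of the sort. Genes named outside this rule are said to have been chosen after their values were seen. Some genes that the rule or the lists would name are not reported here.

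The scripts were tested on simulated counts drawn from the means and totals of the real libraries, with 200 changed genes. With the dispersion estimated per gene, edgeR called 221 genes and recovered 185 of the 200, with 16.3% of its calls false. DESeq2 recovered 186 with 24.4% false, and edgeR without the mouse block 142 with 1.39% false. With the dispersion taken from its trend with expression, edgeR recovered 192 with 4.95% false and DESeq2 192 with 6.80% false. Under the trend, with the 200 genes changed in PyMT-Dll1 GFP mice alone, the fit per reporter recovered 172 in PyMT-Dll1 GFP mice, called 0 in PyMT-Dll1 mCh mice, and recovered 153 in the test of the difference, with 6.71% of those calls false. Both list tests found 2 of 2 planted lists and called 0 of 100 random lists, with 0 at an unadjusted p under 0.05. The random lists held only unchanged genes, and the simulated counts had no correlation between genes. The simulation therefore does not show how often preranked enrichment calls lists of correlated genes falsely. It also says little about the power of camera on the real lists.

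The alternatives were other size factors (RLE), DESeq2's Wald test, no filter or at least 10 counts in every library, no mouse block, each reporter fitted alone, and each mouse left out in turn. The models without the mouse block kept a term for the reporter. For lists they were other rankings, camera, no mouse block, fewer ranked genes and lists without shared genes. For the genes over 5.5-fold they were no p with a mean of at least 1 CPM, and over 5.5-fold in each reporter. For the signal-to-noise lists they were the log2 scale, genes with a mean of at least 10 CPM and DESeq2's Wald statistic. Libraries were also swapped within mice and split across mice. Extra lists of cell-cycle inhibitor and quiescence genes (22 genes) and random lists (10000 draws, matched on expression, and on transcript length where stated) were used for the observations. The ATAC-seq and patient data were not analysed here.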

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

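In this part, the tests on luminal genes and on the neighbours of Dll1 without the overlapping gene were chosen only after the result was seen.

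In 5 of 110 groups of 4 values, 1 value lay far from the other 3, where about 5.5 are given by chance. In mouse 4 the log2 difference between the Dll1+ and Dll1- library was -0.96 for Cdc20, against -1.49 to -1.43 in the other mice, and 0.87 for Hbegf, against 0.55 to 0.59. In mouse 3 it was 1.04 for Nedd9, against 0.63 to 0.67, and 0.83 for Tnf, against 0.96 to 0.98. The direction was the same in 4 of 4 mice for each of the 4 genes, and no explanation of these values was tested.

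The Dll1- library of mouse 3 held 123907626 counts (124 M), against 27.3 to 31.2 M in the other 3 Dll1- libraries. With every library thinned at random to 27301396 counts, 2674 genes changed in the combined fit, 2362 of them among the 2568 at full depth. The number of changed genes is thus not explained by the larger total. The effect of thinning on the difference between reporters was not tested.

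The change between Dll1+ and Dll1- cells differed between the 2 reporters for 13 genes (adjusted p under 0.05), with 2420 at an unadjusted p under 0.05. The other 2 splits of the 4 mice into pairs gave 0 genes, with 405 and 214 at an unadjusted p under 0.05. Of the 13 genes, 12 had the higher change in PyMT-Dll1 GFP mice. Rgs5 and Lyz2, chosen after their values were seen, changed by log2 fold changes of -2.95 and -1.20 in PyMT-Dll1 mCh mice and of 0.15 and 0.05 in PyMT-Dll1 GFP mice. The reporters are also different lines of mice, so the reporter, the line and any batch that follows them cannot be told apart.

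Of the 13 lists, 9 differed between the reporters by preranked enrichment on the difference (PyMT-Dll1 GFP minus PyMT-Dll1 mCh). The score was 2.62 for extracellular matrix and invasion genes, 2.49 for fibroblast, 2.40 for immune, 2.26 for endothelial and erythroid, 2.09 for NF-κB target and 1.86 for metastasis-associated genes. It was -2.38 for G2/M phase, -2.28 for luminal and -1.48 for S phase genes. Camera, which allows for correlation between genes, gave these 9 lists adjusted p from 0.196 to 0.942, and so none passed with it. At an unadjusted p under 0.05 camera gave 3 of them, luminal, NF-κB target and immune genes (0.0294, 0.0301 and 0.0452). The mean log2 difference of the fibroblast list was 0.04 and -0.11 in the PyMT-Dll1 GFP mice and -1.25 and -2.69 in the PyMT-Dll1 mCh mice. The drop was present in both PyMT-Dll1 mCh mice, of which mouse 3 alone had the large Dll1- library.

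A candidate explanation for the drop in the fibroblast, endothelial and immune lists is RNA from other cell types in the Dll1- libraries of the PyMT-Dll1 mCh mice. Luminal genes, which such cells lack, should then be higher in Dll1+ cells of PyMT-Dll1 mCh relative to PyMT-Dll1 GFP mice, and their score on the difference was -2.28. The score of the luminal list was 1.65 in PyMT-Dll1 mCh and -1.46 in PyMT-Dll1 GFP mice. The sign is the one this explanation predicts, but the support from the luminal list is weak. By mouse, the luminal list had a mean log2 difference of 0.10 in mouse 3 and -0.05 in mouse 4, so that mouse 4, with the larger fibroblast drop, had no luminal rise, against -0.40 and -0.39 in the PyMT-Dll1 GFP mice. Ranked by log2 fold change, the luminal score in PyMT-Dll1 mCh mice was -0.85. A difference in luminal character between the tumors of the 2 lines could give the same sign and was not tested. The sort markers go with RNA from other cell types. From Dll1- to Dll1+ cells, Ptprc counts went from 1293 to 419 in mouse 3 and from 386 to 296 in mouse 4. Pecam1 went from 5324 to 1632 and from 2972 to 1338. Totals went from 124 to 67.0 M and from 31.2 to 59.2 M. In mice 1 and 2 neither count fell. The log2 difference of Epcam was 0.26, 0.16, 0.33 and 0.46 in mice 1 to 4, but its difference between reporters did not pass (adjusted p = 0.675). The differences for the matrix, metastasis and NF-κB lists cannot be told apart from such RNA, and those for the cell cycle lists were not tested against it.

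Near Dll1, genes that the paper does not discuss, named after their values were seen, differed between the reporter lines. The log2 difference between the 4 PyMT-Dll1 mCh and the 4 PyMT-Dll1 GFP libraries was 1.86 for Fam120b and 2.10 for A930024N18Rik, which overlaps Dll1, and 1.53 for Dll1. Fam120b had 58.6 to 82.5 TMM-normalized CPM in the PyMT-Dll1 GFP libraries and 219 to 288 in the PyMT-Dll1 mCh libraries. Extra gene copies carried by the reporter BAC are a candidate explanation for the higher Dll1 counts in Dll1- cells of PyMT-Dll1 mCh mice. The 6 tested genes within 200 kb of Dll1 had a median difference of 0.57, at percentile 96.4 of 10000 random lists matched on expression. Without A930024N18Rik the 5 others had a median of 0.53, at percentile 94.0, and Prdm9 and Tbp were lower in the PyMT-Dll1 mCh libraries (-1.003 and -0.24). A lower level of Dll1 from the knock-in allele, and strain variants around it, were not tested, so the pattern cannot be told apart from them.

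The Reactome set for translation, which the paper does not discuss, was lower in Dll1+ cells (normalized enrichment score -2.55, adjusted p = 1.95e-19, 153 genes ranked). Its 149 genes in the edgeR fit had a median log2 fold change of -0.16, and 130 were negative, but only 10 were lower and 0 higher at an adjusted p under 0.05. The median log2 difference of these genes was -0.27, -0.24 and -0.18 in mice 1 to 3 and 0.06 in mouse 4. Gene length bias was tested with random lists matched on transcript length and expression, whose medians ran from -0.12 to 0.08, so that the set lay at percentile 0 of the 10000 lists. Length therefore leaves the drop unexplained. Reads shared with pseudogenes, which are frequent among ribosomal protein genes, were not tested, and the pattern cannot be told apart from them.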

How the results depend on the processing

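The alternatives were set before the data were examined. Counting every alternative and every mouse left out, the results that answer a comparison kept their direction and side of the threshold, or as counts stayed within 1.5 times, in 192 cases. Of the others, 31 were counts that moved by more than 1.5 times, 33 became weaker and 3 reversed. Single genes and other lists kept theirs in 836 cases. Among single genes and the lists outside the paper's themes, 128 became weaker, 24 stronger and 18 reversed. The reversals are given below with every changed result for a comparison. Where a value below changed, the cause was not tested.

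The fold change of Dll1 over the 4 mice was past the threshold under each alternative, from 2.89 to 2.91 on the log2 scale, and from 2.72 to 3.09 with each mouse left out. RLE normalization left the number of genes changed, over the 4 mice and per reporter, within 1.5 times its value.

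With DESeq2's Wald test, 4312 genes changed over the 4 mice, 556 differed between reporters and 13 passed 5.5-fold. Without a filter on low counts, 3001 genes changed in PyMT-Dll1 GFP mice, 3637 in PyMT-Dll1 mCh mice, 1143 differed between reporters and 24 passed 5.5-fold. With at least 10 counts in every library, 44 genes differed between reporters and 5 passed 5.5-fold. When 5.5-fold was required in each reporter separately, 2 genes passed.

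Without the mouse block, 1352 genes changed over the 4 mice, 274 in PyMT-Dll1 GFP and 212 in PyMT-Dll1 mCh mice, and 43 of the named genes passed in place of 65. No gene differed between reporters (0 genes, with 1309 at an unadjusted p under 0.05). Without the block the score over the 4 mice was 1.37 for metastasis-associated genes, no longer past the threshold, and luminal genes reversed to -1.15. In PyMT-Dll1 mCh mice hypoxia-induced genes scored 1.34 and NF-κB target genes 1.22, neither past the threshold, and in PyMT-Dll1 GFP mice fibroblast genes reversed to -0.82.

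With each reporter fitted alone, which leaves 1 residual degree of freedom, 0 genes passed in PyMT-Dll1 mCh mice, with 5512 at an unadjusted p under 0.05. Dll1 then had a log2 fold change of 2.42 in PyMT-Dll1 mCh mice with an adjusted p of 0.0591, the largest of its 6 alternatives, of which the smallest was 9.79e-73.

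Ranked by edgeR's log2 fold change, 3 lists were no longer past the threshold over the 4 mice, with scores of 0.96 for hypoxia-induced, 1.13 for metastasis-associated and 1.16 for Notch target genes. The same held for hypoxia-induced (0.83) and Notch target genes (1.29) in PyMT-Dll1 GFP mice and for NF-κB target genes (0.93) in PyMT-Dll1 mCh mice. Hypoxia-induced genes reversed to -0.70 and luminal genes to -0.85 in PyMT-Dll1 mCh mice, luminal genes to -1.49 over the 4 mice, and fibroblast genes to -0.53 in PyMT-Dll1 GFP mice. This ranking gave 141 Reactome sets in place of 353, 0 of them higher in Dll1+ cells. Ranked by the signed square root of F, hypoxia-induced genes in PyMT-Dll1 GFP mice scored 1.48 and lost the threshold, and metastasis-associated genes in PyMT-Dll1 mCh mice reversed to 1.24. On the difference between reporters, hypoxia-induced genes reversed to -1.12 and immediate-early genes to -0.80. With the ranking limited to genes that passed the filter, metastasis-associated genes in PyMT-Dll1 mCh mice reversed to 1.32.

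Camera called 0 lists over the 4 mice (0 at an unadjusted p under 0.05), 0 in PyMT-Dll1 GFP mice (1 at an unadjusted p under 0.05), 0 in PyMT-Dll1 mCh mice (0 at an unadjusted p under 0.05), 0 on the difference between reporters (3 at an unadjusted p under 0.05), and 0 Reactome sets (4 at an unadjusted p under 0.05). Over the 4 mice its adjusted p was 0.607 for matrix and invasion, 0.576 for hypoxia-induced and 0.702 for metastasis-associated genes, 0.531 for NF-κB target and for stem and basal genes, and 0.480 for Notch target, S phase and G2/M phase genes. These were the largest adjusted p of each list over its 6 alternatives, and the smallest of each list was at most 0.00544. With few residual degrees of freedom, the null results of camera do not show that the lists were unchanged. In PyMT-Dll1 GFP mice camera gave 0.373 for NF-κB target genes and 0.518 for hypoxia-induced, metastasis-associated, Notch target, stem and basal, S phase and G2/M phase genes, and fibroblast genes reversed with 0.969. In PyMT-Dll1 mCh mice it gave 0.437 for stem and basal genes and 0.323 for matrix and invasion, hypoxia-induced, NF-κB target, S phase and G2/M phase genes. On the difference between reporters, hypoxia-induced genes reversed with 0.972.

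The signal-to-noise lists shared 26 genes with a mean of at least 10 CPM required and 42 with DESeq2's Wald statistic, in place of 10.

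Across the 4 fits that each left out 1 mouse, from 405 to 2400 genes changed, from 5 to 16 passed 5.5-fold and from 36 to 64 of the named genes passed. The score of the metastasis-associated list ran from 1.37 to 1.74. The log2 fold changes of single genes that reversed in these fits ran from -0.12 to 0.040 for Cd24a, from -0.035 to 0.72 for Dll4, from -0.084 to 0.038 for Notch2 and from -0.16 to 0.079 for Notch3, and the luminal list, which reversed as well, ran from -1.26 to 1.51. The other lists for the paper's themes were past the threshold in each of the 4 fits. Genes and lists that failed a stricter filter have no value under it. Fits with 1 mouse per reporter gave no test, and the per-reporter effects rest on 2 mice each.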

Differences from the paper's values

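The values that the paper states in its text for Dll1 and for the number of genes above 5.5-fold lay within 1.5 times the values found here. The fold change of Dll1 was 7.46 against the paper's 7.5. Above 5.5-fold, 8 genes passed against the paper's 10. An adjusted p under 0.05 was required here as well, while the paper's text states only the fold cut-off for its list. The paper shows its 10 genes in a supplementary figure, and the 2 lists were not matched gene by gene. Of the alternatives set before the data were examined, none gave 10 genes. The closest was the model without the mouse block with 9, and the others gave from 2 to 24.

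The paper's text describes enriched ATAC-seq peaks at prometastatic genes identified in its RNA-seq data. Fig. 4f, the volcano plot of these peaks, marks Hepacam2, Bglap2 and Ntrk3. In the combined fit the log2 fold changes were 2.43, 2.23 and 1.30, below 5.5-fold. The paper's text states no fold change for these genes and does not place them above 5.5-fold, so no stated value differs. Hepacam2 passed 5.5-fold in the model without the mouse block and in each of the fits that left out a PyMT-Dll1 mCh mouse, and Bglap2 passed with DESeq2's Wald test.

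The paper reports an invasive signature higher in Dll1+ cells of PyMT-Dll1 GFP mice (Fig. 4b). The list of extracellular matrix and invasion genes used here is another set of genes, and its score was 1.24 in PyMT-Dll1 GFP mice (adjusted p = 0.156), -2.46 in PyMT-Dll1 mCh mice (adjusted p = 1.59e-15) and -1.96 over the 4 mice. None of the alternatives for PyMT-Dll1 GFP mice took the list past the threshold. The paper also reports a metastasis signature higher in Dll1+ cells, shown for PyMT-Dll1 GFP mice in Fig. 4d. With the list used here the score was 1.85 in PyMT-Dll1 GFP mice and -1.12 in PyMT-Dll1 mCh mice (adjusted p = 0.281), where ranking by the signed square root of F and limiting the ranking to genes past the filter gave positive scores, 1.24 and 1.32, not past the threshold.

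The paper reports NF-kB1 signaling as active in Dll1+ cells, from gene set enrichment, open chromatin, genes both more accessible and upregulated, staining and patient data. Its Fig. 4c shows the enrichment for PyMT-Dll1 mCh mice, where the NF-κB target list used here scored 1.55 (adjusted p = 0.00748). Of the 5 alternatives for that score, 2 kept it past the threshold. Ranked by log2 fold change the list scored 0.93, and without the mouse block 1.22, neither past the threshold. The Nfkb1 transcript had a log2 fold change of 0.17 (SE 0.08, adjusted p = 0.196) over the 4 mice. Under the alternatives and with each mouse left out in turn it ran from 0.09 to 0.22, not past the threshold in any of them.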

Other observations

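In this part, the tests on swaps for single gene lists, for the number of lists and for genes over 5.5-fold, and the test of NF-κB genes shared with other lists, were chosen only after the result was seen.

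The number of genes changed over the 4 mice was set against other assignments of the libraries. Swapping the 2 libraries of mice gives 8 distinct assignments, and only 1 of the 8, the sorted one, gave as many as 2568 genes. The other 7 gave 0 genes, with 65 to 860 at an unadjusted p under 0.05. A share under 0.05 is out of reach with 8 assignments. Another 24 splits part the libraries of 2 mice and keep the other mice whole, and they gave at most 1 gene, with 62 to 2597 at an unadjusted p under 0.05. The 3 splits of whole mice could not be fitted with the mouse as a block. For the genes over 5.5-fold, 1 of the 8 swaps gave as many as 8 genes, and the other 7 gave 0. Library size, GC content and transcript length were weighed as technical explanations of the changed genes. Thinning to equal totals left 2674 genes, the Spearman correlation across genes of log2 fold change with GC content was -0.106, and that with transcript length was -0.0217 (18319 of 18322 genes, which are not independent replicates). Unequal totals thus do not explain the number of changed genes. Both correlations were weak, below the threshold of 0.3 in size set for them. No fit corrected for GC content or length was run, so whether the calls would persist was not tested. RNA from other cells was not tested on the number of changed genes either.

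The gene lists separated less clearly from the other assignments than the single genes did. With the libraries as sorted 12 lists were enriched, and the other swaps gave 4 to 9, so that 1 of the 8 gave as many. For Reactome sets the sorted libraries gave 353 and the other swaps 146 to 414, and 2 of 8 gave as many. A score as large in size was found in 3 of the 8 swaps for NF-κB target genes, 4 for stem and basal genes, 7 for matrix and invasion genes and 5 for metastasis-associated genes. It was found in 3 for S phase, 3 for G2/M phase, 2 for Notch target and 1 for hypoxia-induced genes, each with the sorted libraries included. Of the 7 other swaps, 4 differ from the sorted one in a single mouse and so carry much of the real difference. With shares of at least 1 in 8, these counts could not have ruled out chance for any list, and they leave it open. For the cell cycle lists other values argue against chance. Of the genes, 36 of 43 in S phase and 45 of 54 in G2/M phase were lower and 0 higher with p adjusted over all genes. The other swaps gave 0 changed genes in all. Both lists were lower in 4 of 4 mice, though camera gave each an adjusted p of 0.480.

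The NF-κB target list was higher in Dll1+ cells, and 3 technical explanations were weighed. Genes induced while the tissue was dissociated are a candidate explanation, since the list of immediate-early and dissociation-induced genes scored 2.44 and was higher in 4 of 4 mice. The Dll1+ and Dll1- cells of a mouse went through the same dissociation, so that the 2 populations would have to respond to it differently. RNA from immune cells would raise the immune list as well, and its score over the 4 mice was -1.50. In PyMT-Dll1 GFP mice, though, it was 1.73 (adjusted p = 0.00416), but only 1 of the 30 immune genes passed there, Cd14, which is also on the luminal list. The mean log2 differences of the immune list were 0.04 and 0.30 in those 2 mice, against 0.32 and 0.36 for NF-κB target genes, so immune RNA has little support as the cause. Leaving out NF-κB genes shared with the immediate-early and fibroblast lists left the score at 2.00, but 0 genes were shared, so that this could not have come out otherwise. The immediate-early list did not follow the NF-κB list across mice, with mean log2 differences of 0.51, 0.26, 0.48 and 0.27 in mice 1 to 4 against 0.32, 0.36, 0.08 and -0.02. On the difference between the reporters it scored 0.94 (adjusted p = 0.571), against 2.09 (adjusted p = 2.89e-06) for NF-κB target genes. These values go against a shared cause for the difference between the reporters, and whether dissociation contributes to the rise over the 4 mice was not settled.

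The stem and basal list was higher in 4 of 4 mice. RNA from fibroblasts would raise the fibroblast list too, but that list scored -2.13. The matrix and invasion list was lower over the 4 mice, the opposite of the direction for which its test was written. Its 49 members outside the fibroblast list scored -1.78 with an adjusted p of 9.93e-04, lower in Dll1+ cells as well. Other genes of stromal cells may be among them, so that this result leaves RNA from fibroblasts open.

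Fewer S and G2/M phase transcripts were found in Dll1+ cells, and the hypothesis of a quiescence programme with raised cell-cycle inhibitors was tested with a list of 22 cell-cycle inhibitor and quiescence genes. The list was written after the cell cycle scores were seen and before its own score was computed. It scored 1.99 over the 4 mice, 1.81 in PyMT-Dll1 GFP and 2.09 in PyMT-Dll1 mCh mice, with -1.59 on the difference between them, and its mean log2 difference was 0.20, 0.23, 0.34 and 0.27 in mice 1 to 4. Of its genes, 17 had a positive log2 fold change, 6 were higher and 1 lower at an adjusted p under 0.05. The result is consistent with the hypothesis, but a stress response that raises cell-cycle inhibitors was not tested as another reason. Camera was not run on this list.

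In PyMT-Dll1 mCh mice the deviations of the Dll1+ and Dll1- library of a mouse from their group means correlated across genes, which are not independent replicates (0.55), while in PyMT-Dll1 GFP mice they did not (-0.05). The mouse block therefore removed more variation in PyMT-Dll1 mCh than in PyMT-Dll1 GFP mice as a description of these libraries.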
